# EKLF/KLF1 expression defines a unique macrophage subset during mouse erythropoiesis

**DOI:** 10.7554/eLife.61070

**Published:** 2021-02-11

**Authors:** Kaustav Mukherjee, Li Xue, Antanas Planutis, Merlin Nithya Gnanapragasam, Andrew Chess, James J Bieker

**Keywords:** EKLF/Klf1, fetal liver island macrophage, single cell sequencing, transcription factors, erythropoiesis, Mouse

## Abstract

Erythroblastic islands are a specialized niche that contain a central macrophage surrounded by erythroid cells at various stages of maturation. However, identifying the precise genetic and transcriptional control mechanisms in the island macrophage remains difficult due to macrophage heterogeneity. Using unbiased global sequencing and directed genetic approaches focused on early mammalian development, we find that fetal liver macrophages exhibit a unique expression signature that differentiates them from erythroid and adult macrophage cells. The importance of erythroid Krüppel-like factor (EKLF)/KLF1 in this identity is shown by expression analyses in EKLF-/- and in EKLF-marked macrophage cells. Single-cell sequence analysis simplifies heterogeneity and identifies clusters of genes important for EKLF-dependent macrophage function and novel cell surface biomarkers. Remarkably, this singular set of macrophage island cells appears transiently during embryogenesis. Together, these studies provide a detailed perspective on the importance of EKLF in the establishment of the dynamic gene expression network within erythroblastic islands in the developing embryo and provide the means for their efficient isolation.

## Introduction

Maturation of red blood cells in vivo occurs within specialized niches called ‘erythroblastic islands’ that consist of a central macrophage surrounded by erythroid cells at various stages of differentiation (Chasis and Mohandas, 2008; Hom et al., 2015; Klei et al., 2017; Manwani and Bieker, 2008; Yeo et al., 2019). Macrophages aid in providing cytokines for erythroid growth and differentiation, iron for the demands of hemoglobinization, and ultimately phagocytic and DNase functions that consume the extruded, condensed red cell nuclei during enucleation. The island is held together by specifically paired erythroid/macrophage cell surface protein interactions that, in some cases, are cell-type specific (Chasis and Mohandas, 2008; de Back et al., 2014; Hampton-O'Neil et al., 2020; Manwani and Bieker, 2008; Seu et al., 2017). The ultimate result is a highly effective and efficient means of reticulocyte formation and release.

Recovery from erythropoietic stress is impaired when macrophages are defective (Chow et al., 2013; Jacobsen et al., 2015; Liao et al., 2018; May and Forrester, 2020; Ramos et al., 2013; Sadahira et al., 2000), supporting a physiological role for island macrophages in erythroid biology. Altered islands are associated with poor prognosis of myelodysplastic patients (Buesche et al., 2016). Although studies suggest that even an 80% decrease in mouse resident macrophage levels still enables a normal recovery from stress (Ulyanova et al., 2016), this response is effectively aided by differentiation of monocytes to macrophages after recruitment to the splenic red pulp (Liao et al., 2018). As steady-state erythropoiesis appears normal in mice with impaired macrophages, the precise role of macrophage in all aspects of erythropoiesis is not fully resolved (Korolnek and Hamza, 2015).

Erythroid Krüppel-like factor (EKLF; KLF1 [Miller and Bieker, 1993]) is a zinc finger hematopoietic transcription factor that plays a global role in the activation of genes critical for genetic control within the erythroid lineage (reviewed in Gnanapragasam and Bieker, 2017; Siatecka and Bieker, 2011; Tallack and Perkins, 2010; Yien and Bieker, 2013). Genetic ablation studies in the mouse show that EKLF is absolutely required for completion of the erythroid program as EKLF-/- embryos are embryonic lethal at E15 due to a profound ß-thalassemia and the low to virtually nonexistent expression of erythroid genes of all categories. At E13.5, they are anemic and their pale fetal liver (FL) is already distinct in EKLF-/- compared to their EKLF+/+ and EKLF+/- littermates. However, EKLF also plays a crucial role in a subset of macrophage cell function, particularly within the erythroblastic island (Porcu et al., 2011; Xue et al., 2014). Within the island progeny, it directly activates Icam4 in the erythroid compartment and activates Vcam1 in the macrophage compartment (Xue et al., 2014). Together, Icam4 and Vcam1 enable a two-pronged adhesive intercellular interaction to occur with their respective integrin partners on the opposite cell type. In the absence of EKLF, these interactions decrease and the integrity of the island is compromised, contributing to the abundance of nucleated, unprocessed cells seen in circulation (Gnanapragasam et al., 2016). In addition, loss of Dnase2 expression in the macrophage yields a cell engorged with undigested nuclei that triggers IFNß induction (Kawane et al., 2001; Manchinu et al., 2018; Nagata, 2007; Porcu et al., 2011; Yoshida et al., 2005).

Independent evidence for EKLF expression in erythroblastic island macrophage has been attained recently by two sets of studies. One study analyzed EpoR+F4/80+ macrophage, which are present in erythroblastic islands and are negative for Ter119, showing that these cells are highly enriched for EKLF (Li et al., 2019). In the second study, a pure population of macrophages (Lopez-Yrigoyen et al., 2018) derived from a human induced pluripotent stem cell (iPSC) line carrying an inducible KLF1-ER^T2^ transgene (Yang et al., 2017) was used to demonstrate that activation of KLF1 in these macrophages altered them to an island-like phenotype as assessed by an increase in expression of erythroblastic island-associated genes and cell surface markers, an increase in phagocytic activity, and an increase in ability to support the maturation and enucleation of umbilical cord blood-derived cells (Lopez-Yrigoyen et al., 2019).

The strongest evidence for a specific macrophage subtype in the erythroblastic island comes from the mouse, where F4/80 antigen and Forssman glycosphingolipid expression, but not Mac1 expression, are enriched in these cells (reviewed in Manwani and Bieker, 2008). Island macrophages are also larger than peritoneal macrophages and exhibit a high level of phagocytic activity. Although molecular expression differences between macrophage subsets have been observed (Ginhoux et al., 2016; Hom et al., 2015; Lavin et al., 2014; Seu et al., 2017), this has not been addressed in the context of early erythroblastic island development in the FL. Given the compelling observations implicating EKLF in island macrophage biology, we characterized the molecular expression of the F4/80+ island macrophages in the developing mouse FL, determined the EKLF-dependent gene expression program in island macrophages using two independent approaches, and then established its role in specifying a unique cellular identity for this cell type by a single-cell analysis approach.

## Results

### Global gene expression in E13.5 FL macrophages reflects both erythroid and macrophage properties

We dissected E13.5 FLs and fluorescence activated cell (FACS)-sorted F4/80+ cells to obtain a pure population of FL macrophages (Figure 1—figure supplement 1). Approximately 9% of the total cells in a wild-type FL are F4/80+ (Figure 1—figure supplement 1A). The sorted singlets were monitored after cytospin to determine whether they were free of contaminating erythroid cells (Figure 1—figure supplement 1B). We found that >95% of the sorted F4/80+ population are single cells and free of any attached or engulfed erythroid cells or nuclei (Figure 1—figure supplement 1C). 

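RNA was sequenced from F4/80+ cells sorted from EKLF+/+ fetal livers at E13.5, with 3 biological replicates. The authors aligned the reads with STAR to the mouse genome mm10 and counted them on each gene with htseq-count, without normalization. Between 10695514 and 15362161 reads per replicate were counted on genes, which is 27.3% to 28.95% of all reads in the count files. Of the other reads, those that fell on no gene were 42.6% to 44.2% of all reads and those without a unique alignment were 26.4% to 29.2%. These reads were left out of the library sizes. Between 15679 and 16652 genes had at least 1 read in a replicate. Counts were normalized for library size by edgeR's TMM method, and they were not corrected for gene length.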

We then used this pure population of F4/80+ FL macrophages to determine their global gene expression profile using RNA-Seq of biological triplicates.

We compared the global gene expression of E13.5 FL F4/80+ macrophages with two sets of gene expression data. One was from primary long-term cultures of extensively self-renewing erythroblasts (ESREs) isolated from FL that can be differentiated to form mature erythroid cells (England et al., 2011; Gnanapragasam et al., 2016). The second was from adult spleen F4/80+ macrophage (Lavin et al., 2014), which is also an in vivo site of erythroblastic islands (Chow et al., 2013; Jacobsen et al., 2015; Ramos et al., 2013). Hierarchical clustering of the gene expression profile from these cell types shows that the FL macrophages cluster closer to differentiating ESREs than to splenic red pulp macrophages (Figure 1A), suggesting that the FL macrophages have an early erythroid-like gene expression profile rather than a mature macrophage-like profile. Yet at the same time we find using principal component analysis (PCA) that these cell types cluster separately, indicating that each has a unique identity (Figure 1B). Further, we find that for a list of macrophage and erythroid markers (Figure 1—source data 1, Murray and Wynn, 2011; Ng and Wood, 2014), FL macrophages have intermediate expression of both sets of markers compared to ESREs or spleen macrophages (Figure 1C). Together, these data suggest that FL F4/80+ macrophages essentially have dual characteristics of erythroid and macrophage-like cell populations in terms of marker expression but still form their own unique subset.

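The listed markers were measured here in the 3 EKLF+/+ FL replicates, and the ESREs and spleen macrophages were not analysed here. Normalized counts of the macrophage markers ranged from 36.6 ± 9.10 (SD, n = 3) for Itgax to 1968 ± 234 (SD, n = 3) for Csf1r. Those of the erythroid markers ranged from 384 ± 62.6 (SD, n = 3) for Ackr1 to 68864 ± 5453 (SD, n = 3) for Slc4a1. Adgre1, which encodes F4/80, had 405 ± 47.9 normalized counts (SD, n = 3), and Vcam1 had 247 ± 62.0 (SD, n = 3). Of the erythroid markers, Tfrc had 23712 ± 3454 normalized counts (SD, n = 3). A count of one gene cannot be set against that of another as a level of RNA, since longer genes collect more reads.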

**Figure 1.**
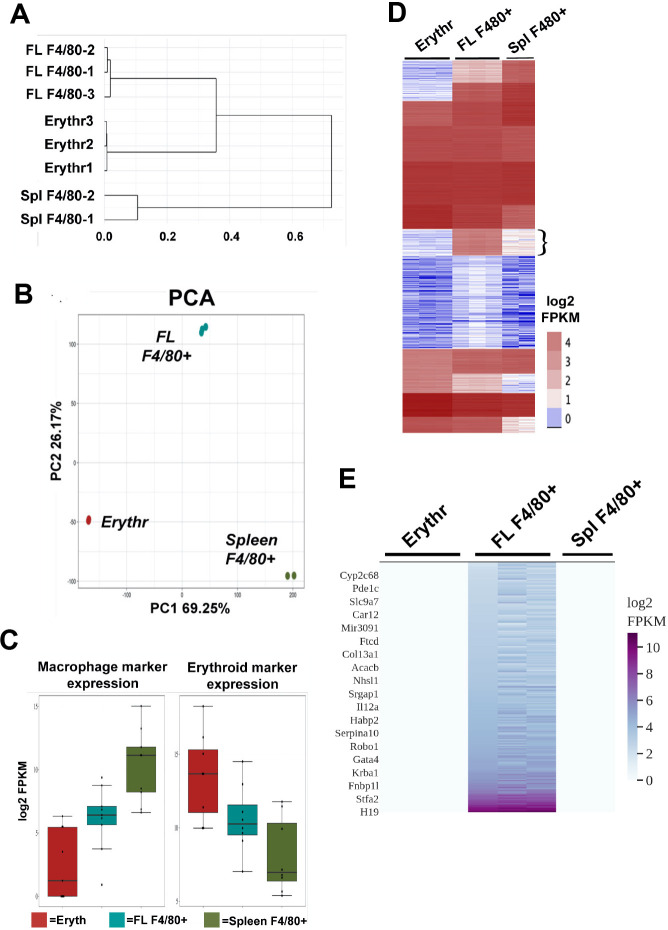
Gene expression comparison of fetal liver (FL) F4/80+ macrophages with extensively self-renewing erythroblasts (ESREs; Erythr) and adult spleen (Spl) F4/80+ macrophages showing unique gene expression in F4/80+ FL macrophages. (**A**) Hierarchical clustering dendrogram using scaled Z-scores based on the expression of the top 10,000 highly expressed genes is shown for individual RNA-Seq biological replicates from each cell type (source data: Figure 1—source data 1). (**B**) Principal component analysis of the cell types is plotted showing principal components 1 and 2 for each biological replicate (source data: Figure 1—source data 1). (**C**) Macrophage-specific or erythroid-specific marker expression in the cell types is shown, with replicates averaged together (source data: Figure 1—source data 3). (**D**) k-means clustering of individual RNA-Seq biological replicates of the different cell types (ESREs, Erythr; fetal liver, FL; spleen, Spl) by log2 FPKM displayed as a heatmap (source data: Figure 1—source data 4). Flower bracket indicates the gene cluster with enriched expression in F4/80+ FL macrophages. (**E**) Heatmap of only the uniquely expressed genes in F4/80+ FL macrophages that define the signature genes of this cell type (source data: Figure 1—source data 2). A few representative signature gene names are displayed. Figure 1—source data 1.Scaled Z-scores of FPKM values of the top 10,000 highly expressed genes in each cell type shown in Figure 1. Figure 1—source data 2.Expression of signature genes of fetal liver F4/80+ macrophages in each cell type. Figure 1—source data 3.List of macrophage and erythroid markers and their expression levels in each cell type. Figure 1—source data 4.Log2 FPKM values of all expressed genes in the cell types shown in Figure 1.

**Figure 1—figure supplement 1.**
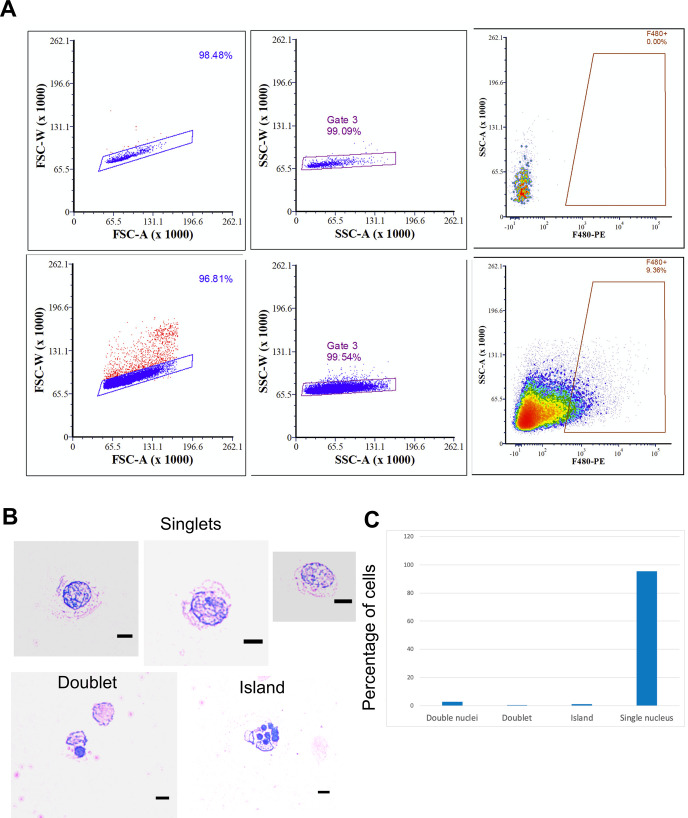
Isolation of a pure population of F4/80+ E13.5 fetal liver cells by FACS. (**A**) Gating strategy used to stringently sort singlets that are F4/80+ is shown from unstained (no antibody [Ab]) or treated (anti-F4/80 Ab) fetal liver cells from EKLF+/+ E13.5 fetal livers. (The same approach was used for EKLF-/- cell sorting in Figure 3A.) (**B**) FACS-sorted cells using the strategy above were cytospun on a slide and observed after May-Grunwald-Giemsa staining for singlets, doublets, or >3 cells. 25 µm scale bars are indicated. (**C**) Quantification of data from (**B**) (source data: Figure 1—figure supplement 1—source data 1 ). Figure 1—figure supplement 1—source data 1.Quantification of cells isolated by FACS sorting F4/80+ macrophages from E13.5 fetal liver after cytospin.

### Cell-type-specific expression of a subset of genes in FL macrophages provides them with a distinct cellular identity

Since our PCA analysis showed that FL macrophages have unique characteristics compared to ESREs and spleen macrophages, we performed k-means clustering of the RNA-Seq datasets of the three cell types (Figure 1D). We find a cluster that contains a set of 1291 genes that are almost exclusively expressed in FL macrophages (Figure 1D – indicated by flower bracket). Neither ESREs nor spleen macrophages have a similar set of cell-type-specific gene expression as evident from the lack of clusters showing genes only expressed in these cell types (Figure 1D). This again suggests that FL macrophages may have a distinct cellular identity and likely possess unique functions compared to other macrophage types. 

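In the FL replicates, all 304 genes listed in Figure 1—source data 2 had reads in every library. Of these, 290 had at least 10 counts in all 3 libraries. The mean count of a gene over the 3 libraries ranged from 14.7 to 5496, with a median of 37. Differences of a few reads therefore weigh heavily for most genes of this list. The absence of these transcripts from the other cell types was not analysed here.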

We selected a set of 304 genes that were only expressed in FL macrophages and not in ESREs or spleen macrophages, and refer to them as ‘signature genes’ (Figure 1E, Figure 1—source data 2).

To determine whether signature genes are a random subset of genes or whether they indeed have biological significance with respect to FL macrophage function, we performed gene ontology (GO) analysis and filtered the results down to the unique GO terms using REVIGO (Supek et al., 2011; Supplementary file 1). We find that the signature genes are involved in four major biological processes: circulatory system development, tube development (vasculature development), locomotion and motility, negative regulation of blood coagulation, and cell adhesion (Supplementary file 1). Of these, cell adhesion between erythroblast island macrophages and developing erythroblasts during erythropoiesis is known to be an important function of a subset of FL macrophages (Xue et al., 2014). The additional GO categories point to novel biological or developmental roles for FL macrophages.

### Loss of EKLF leads to significantly altered gene expression in F4/80+ FL macrophages

As a prelude to analyzing the effects of EKLF on F4/80+ macrophage, we directly verified EKLF protein expression and find that it is expressed in the F4/80+ macrophage as judged by immunofluorescence (Figure 2A). Consistent with our previous data, not all F4/80+ cells are EKLF+, and vice versa (Figure 2A, B). Additional support for macrophage specificity of EKLF expression comes from a published RNA-Seq analyses of an extensive series of staged, sorted cells in the FL (Mass et al., 2016). Mature macrophage cells (ckit-/CD45+/F480+/AA4.1-/CD11b+) do not exhibit EKLF expression in FL at E10.25; however, EKLF expression 6 hr later in the FL is apparent (E10.5) and robust by E12.5, where it remains high until E18.5, dropping off considerably until it is not detectable at postnatal stages in the liver (Figure 2C). As a positive control, Adgre1 (F4/80) is expressed in all samples (Figure 2D). As a negative control, EKLF is not expressed in any other tissue macrophage cell in the same study (all samples from skin, brain, kidney, and lung; Mass et al., 2016).

**Figure 2.**
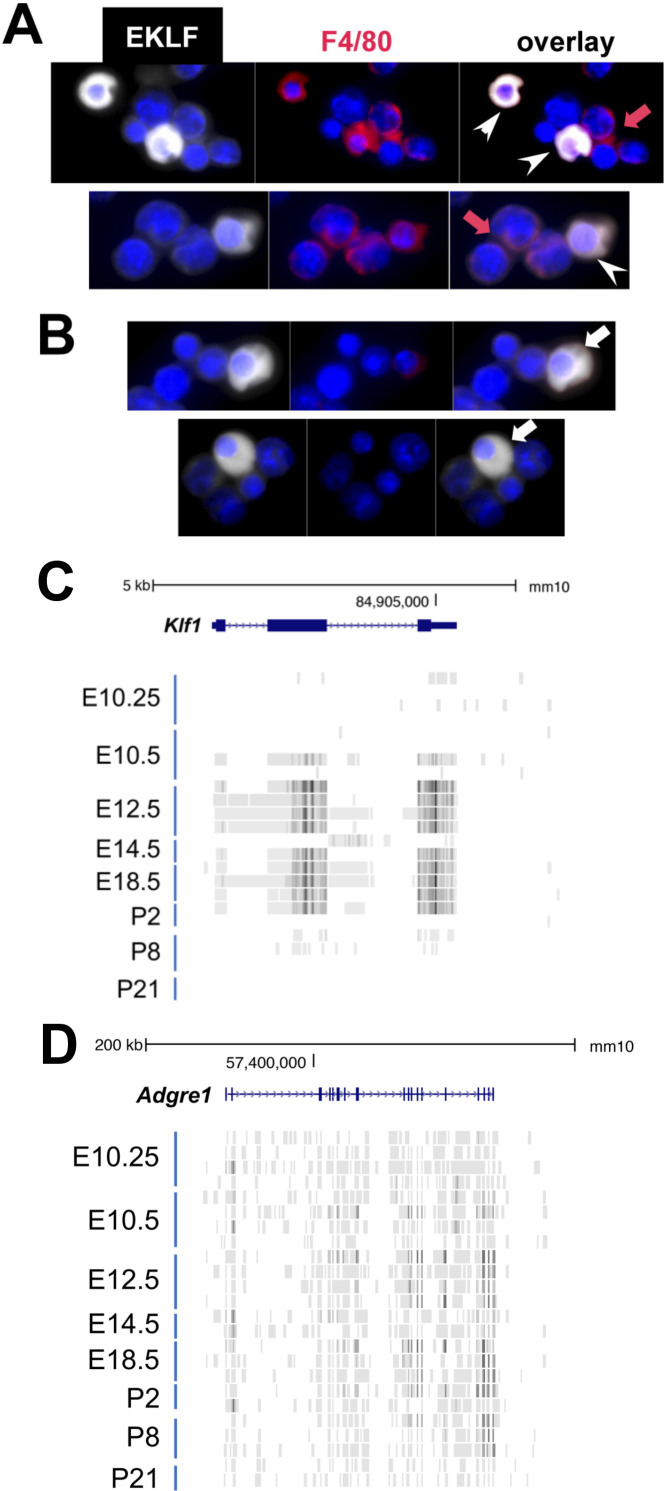
EKLF/Klf1 is expressed in fetal liver macrophages during development. (**A**) Immunofluorescence tests with anti-EKLF (white), 4′,6-diamidino-2-phenylindole (DAPI) (blue), and anti-F4/80 (red) antibodies in E13.5 fetal liver cells. (**A**) White arrowheads show coexpression of EKLF and F4/80 proteins in single cells (representative of over 20 EKLF+/F4/80+ cells in this field of 300 cells); red arrow shows that not all F4/80+ cells are EKLF+. (**B**) White arrow shows that not all EKLF+ cells are F4/80+ , as expected from the FACS data (cytoplasmic EKLF signal is expected [Quadrini et al., 2008; Schoenfelder et al., 2010]). (**C**) Collated RNA-Seq data (Mass et al., 2016) of sorted macrophage cells from multiple staged embryonic (E) day 10.25–16.5 fetal livers or postnatal (P) day 2–21 livers (ckit-/CD45+/F480+/AA4.1-/CD11b+; n = 24 samples) show transient and abundant Klf1 reads (UCSC Genome Browser). (**D**) Same analysis as (**C**) showing RNA-Seq reads of the gene encoding F4/80 (Adgre1) as a positive control across all samples.

As a result, we used FACS-sorted F4/80+ FL macrophage from an EKLF-/- mouse and compared its gene expression with wild-type (WT) FL F4/80+ macrophage by RNA-Seq to determine which genes are affected by the loss of EKLF. 

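Sorted F4/80+ cells from 3 EKLF-/- samples were compared with those from the 3 EKLF+/+ samples. The EKLF-/- libraries held 12592603 to 13879718 reads on genes, with a median of 13382180 against 12503257 in the EKLF+/+ libraries. Klf1, which encodes EKLF, lies on chromosome 8 of GRCm38 from 84901928 to 84905291. Its normalized counts were 4731.5, 3977 and 4906 in EKLF+/+ replicates 1 to 3 and 767, 838 and 745.5 in EKLF-/- replicates 1 to 3. This is a log2 fold change of -2.53 (standard error 0.12, adjusted p = 7.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 EKLF-/- libraries lay below all 3 EKLF+/+ libraries, and the smallest p that a two-sided exact test of 3 against 3 allows is 0.1. The model covered 12753 genes with at least 10 counts in at least 3 libraries. On simulated counts of 12628 tested genes, 200 of them changed, it called 190 of these, or 95%, and made 11 false calls, or 5.47% of all calls. The simulation gave each gene the spread usual at its abundance and changed no gene of low count, so real rates may be worse. The first principal component held 65.9% of the variance and set the genotypes apart. Correlations of log2 CPM over genes were 0.948 to 0.984 within a genotype and 0.883 to 0.934 between genotypes, and genes are not independent replicates. The paper names an Illumina HiSeq or Novaseq sequencer for the bulk libraries and does not say which library was run on which, so the sequencer was not modelled. The Y-linked gene Ddx3y had 998 and 909 normalized counts in EKLF+/+ replicates 1 and 2 and 654 in EKLF-/- replicate 2, against at most 2 in the other libraries.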

We observe that there are about half as many F4/80+ FL macrophages in EKLF-/- FL as in WT, suggesting a vital role for EKLF in FL macrophage development (Figure 3A; compare to Figure 1—figure supplement 1A). Using k-means clustering of the RNA-Seq data, we find the predominant effect is that genes are downregulated in the EKLF-/- FL macrophages (Figure 3B). This is consistent with the role of EKLF as a transcriptional activator (Miller and Bieker, 1993). 

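Of the genes tested, 1356 were lower and 1239 were higher in EKLF-/- than in EKLF+/+ at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Genes that were higher thus made up 47.7% of those called. Adding a limit of at least a 2-fold change moved these counts most among the fits of all 6 libraries, to 591 lower and 275 higher genes. Single libraries also moved them. Without EKLF+/+ replicate 1, 2 or 3, respectively 621, 654 and 697 genes were lower and 361, 440 and 397 were higher. Without EKLF-/- replicate 3, the counts were 583 and 448. The median log2 fold change of all genes was 0.016. In a list of 10 erythroid-like marker genes, 5 were lower and 1 was higher, with a mean log2 fold change of -0.70. Of the 125 tested genes within 10 Mb of Klf1, 20 were lower, and these were 1.49% of all lower genes with a known position. The paper proposes that the predominance of lower genes accords with the role of EKLF as a transcriptional activator.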

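The largest falls in EKLF-/- were those of Apol8, Slc2a4 and Dmtn, among genes with a mean of at least 100 normalized counts and no overlap between the groups. Apol8 had a log2 fold change of -8.74 (standard error 0.19, adjusted p = 1.4e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Dmtn it was -7.66 (standard error 0.17, adjusted p = 1.4e-07 from the same edgeR test with Benjamini-Hochberg adjustment). Slc2a4 fell from 628 ± 31.9 normalized counts (SD, n = 3) to 3 or fewer counts in every EKLF-/- library, which makes it at least 207-fold lower. By the same criteria, the largest rises were those of BC021767, Btn1a1 and Ripor3, with log2 fold changes of 3.74, 3.74 and 3.71. Epor changed little, with a log2 fold change of -0.30 (standard error 0.11, adjusted p = 0.0796 from edgeR's test with Benjamini-Hochberg adjustment). Epor passed the threshold with a gene length correction, at -0.53, and without EKLF-/- replicate 2, at -0.31. Vcam1 had a log2 fold change of -0.41 (standard error 0.19, adjusted p = 0.142 from edgeR's test with Benjamini-Hochberg adjustment), and its groups did not overlap, which chance alone gives for 10% of genes. With DESeq2 in place of edgeR, 1732 genes were lower and 1498 were higher, and on the simulated counts 12.9% of the calls of DESeq2 were false.

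**Figure D1:**
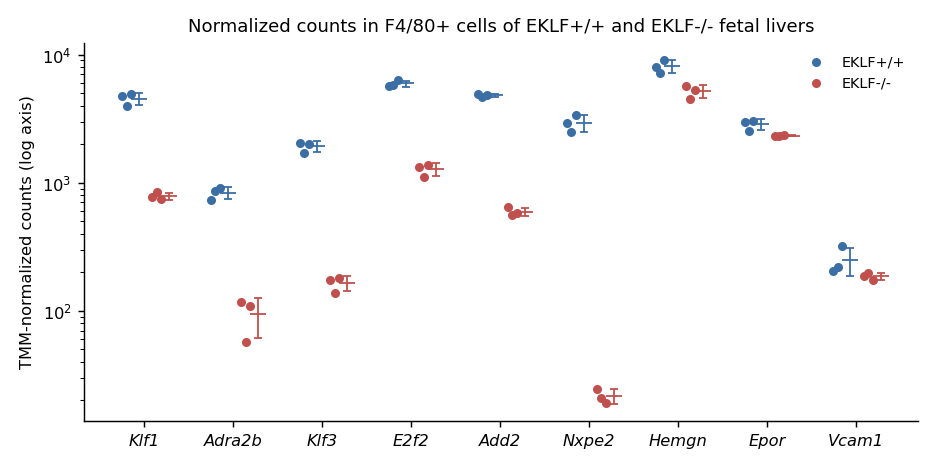
Normalized counts of Klf1 and 8 other genes (log axis) in each of the 3 EKLF+/+ and 3 EKLF-/- libraries, with the mean and SD of each group beside the points. Klf1, Adra2b, Klf3, E2f2, Add2 and Nxpe2 lie far apart between the genotypes, whereas the groups of Epor and Vcam1 lie close together.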

We performed differential gene expression analysis using DESeq2 and found that a set of 1210 genes are significantly downregulated in the EKLF-/- FL macrophages (Figure 3C, Supplementary file 2). 

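Of the 1209 genes in the paper's own table of lower genes, 1047 were also called lower here, which is 86.6%. A list of 46 tested genes for cell adhesion molecules, made up of integrins, cadherins, Icam genes, claudins and named receptors, was compared with the other genes by camera with a preset correlation of 0.01. The mean log2 fold change of the list was -0.23 and did not pass 0.05 with camera, with 7 genes lower and 2 higher. Adjusted over the list alone, 7 were lower and 3 were higher. Under fry, which asks whether the list changed at all, the two-sided p was 0.0172. Across the alternatives, the p of camera ranged from 0.0277 to 0.198 and that of fry from 0.0106 to 0.0756. With camera, the list passed 0.05 without EKLF+/+ replicate 1 and without EKLF-/- replicate 2, with means of -0.26 in both fits. Under fry, it no longer passed without EKLF-/- replicate 3 or with Y-linked counts as a covariate, a fit chosen after seeing the data, with means of -0.21 in both fits. No gene ontology terms were used here.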

Using REVIGO analysis, we find that among others many of the downregulated genes are involved in cell–cell adhesion (Table 1).

**Figure 3.**
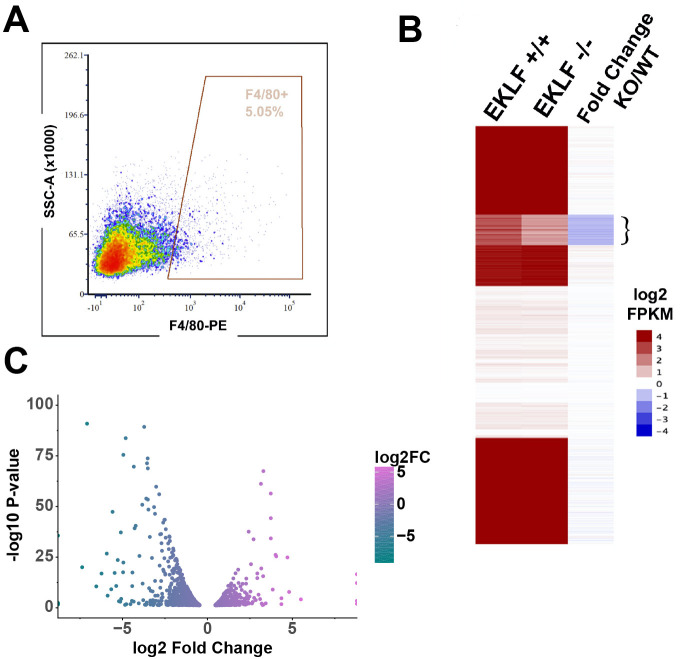
EKLF-dependent gene expression in fetal liver (FL) macrophages. (**A**) A representative yield of cells from EKLF-/- FL sorted by F4/80 expression, used for RNA-Seq analysis, is shown (compare to WT yield in Figure 1—figure supplement 1A). (**B**) k-means clustering of absolute log2 FPKM of F4/80+ EKLF+/+ and F4/80+ EKLF-/-, and log2 FKPM ratio EKLF-/-(KO)/WT is displayed as a heatmap. Flower bracket indicates downregulated genes. (**C**) Differentially expressed genes in EKLF-/- (KO) compared to WT shown as a volcano plot (source data: Figure 3—source data 1). Figure 3—source data 1.Differential expression test results obtained from DESeq2 using the RNA-Seq data from EKLF+/+ and EKLF-/- fetal liver F4/80+ macrophages.

**Table 1.** Summary of significant GO terms for the subset of genes significantly downregulated in EKLF-/- vs WT.

Term_ID	Description	Frequency (%)	log10 p-value
GO:0006464	Cellular protein modification process	16.80	−6.8427
GO:0032502	Developmental process	27.72	−6.6535
GO:0051179	Localization	26.83	−5.5895
GO:0030097	Hemopoiesis	3.96	−5.5005
GO:0048518	Positive regulation of biological process	24.84	−4.1355
GO:0044699	Single-organism process	65.98	−3.6956
GO:0022610	Biological adhesion	6.66	−3.5792
GO:0016043	Cellular component organization	27.23	−3.3699
GO:0008152	Metabolic process	51.22	−3.3045
GO:0071840	Cellular component organization or biogenesis	27.98	−3.2058
GO:0065007	Biological regulation	57.48	−3.1341
GO:0065008	Regulation of biological quality	15.62	−2.4455
GO:0044763	Single-organism cellular process	47.39	−2.4259
GO:0007169	Transmembrane receptor protein tyrosine kinase signaling pathway	2.62	−2.028
GO:0009791	Post-embryonic development	0.60	−1.8994
GO:0098609	Cell–cell adhesion	4.30	−1.7231
GO:0008219	Cell death	8.78	−1.5167
GO:0002376	Immune system process	11.16	−1.4235
GO:0009987	Cellular process	75.10	−1.408

### EKLF-expressing F4/80+ FL cells are a functionally distinct population from EKLF- F4/80+ cells based on their gene expression program

In our previous study, we had used a mouse strain derived from embryonic stem cells that contain a single copy of the EKLF promoter directly upstream of a green fluorescent protein (GFP) reporter (pEKLF/GFP) to address whether EKLF might be expressed in both the erythroid cell *and* macrophage (Lohmann and Bieker, 2008). This promoter/enhancer construct is sufficient to generate tissue-specific and developmentally correct expression in vitro and in vivo (Chen et al., 1998; Lohmann et al., 2015; Xue et al., 2004; Zhou et al., 2010); thus GFP onset faithfully mirrors EKLF onset (Lohmann and Bieker, 2008). Using this surrogate marker, we had found that ~36% of F4/80+ macrophage singlet cells express EKLF (Xue et al., 2014).

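The reporter line carries GFP under the EKLF promoter, and 3 libraries were made from each sorted population. RNA of the EKLF/GFP+ libraries was extracted with the Agilent RNA Nanoprep kit and that of the EKLF/GFP- libraries with Trizol, so that the kit and the group coincide. The authors mapped the reads with Salmon to the Ensembl GRCm38 transcriptome, which gives an estimated number of reads per transcript. Of the transcripts, 115977 were joined to a gene, and their estimated reads were summed and rounded. The libraries held 22723279 to 28736396 estimated counts on genes, with medians of 25475970 for EKLF/GFP+ and 26910694 for EKLF/GFP-. The test covered 14248 genes. On simulated counts of 14035 tested genes, 200 of them changed, it called 180 of these, or 90%, with 6 false calls, or 3.23% of all calls. The limits of the simulation for EKLF-/- hold here as well. Ddx3y had 4067 and 3554 normalized counts in EKLF/GFP+ replicates 2 and 3 and 3346 and 2898 in EKLF/GFP- replicates 1 and 2, against 21.8 or fewer in the others.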

Presently, we used FACS to isolate both F4/80+GFP+ (EKLF+) and F4/80+GFP- (EKLF-) subsets and assayed gene expression using RNA-Seq. 

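Over the 5000 most variable genes, the first principal component of the 6 EKLF/GFP libraries held 72.9% of the variance, and the second held 9.82%. All EKLF/GFP+ libraries lay on one side of the first component and all EKLF/GFP- libraries on the other. Over the 10000 most expressed genes, the first component held 78.1%. Across genes, Pearson correlations were 0.947 to 0.971 between libraries of one population and 0.811 to 0.865 between libraries of different populations.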

PCA (Figure 4A) and correlation analysis (Figure 4—figure supplement 1A) show that the two populations have widely distinct gene expression profiles. 

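Between the sorted populations, 2696 genes were higher and 3675 were lower in EKLF/GFP+ at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the alternatives, a limit of at least a 2-fold change moved the first count most, to 711 genes, and the second went to 2093. Klf1 had 2420 ± 182 normalized counts (SD, n = 3) in EKLF/GFP+ and 948 ± 227 (SD, n = 3) in EKLF/GFP-, a log2 fold change of 1.35 (standard error 0.16, adjusted p = 0.00032 from the same edgeR test with Benjamini-Hochberg adjustment). Vcam1, on chromosome 3 from 116109949 to 116129688, had 1401 ± 682 (SD, n = 3) and 754 ± 184 (SD, n = 3) normalized counts in the respective populations. Its libraries overlapped between the populations, with a log2 fold change of 0.89 (standard error 0.35, adjusted p = 0.0698 from edgeR's test with Benjamini-Hochberg adjustment). Vcam1 passed the threshold without EKLF/GFP+ replicate 1, at 1.24, without a filter on low counts, at 0.93, and with a gene length correction, at 1.04. Adgre1 had a log2 fold change of 0.21 (adjusted p = 0.680 from edgeR's test with Benjamini-Hochberg adjustment), which was -0.11 without EKLF/GFP+ replicate 3. By the criteria applied to EKLF-/-, Ackr3, Hsd3b6 and Tecta rose most, and each had its highest count in EKLF/GFP+ replicate 3. The largest falls were those of Clec5a, Plppr3 and Ms4a4c, with log2 fold changes of -4.87, -4.81 and -4.53.

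**Figure D2:**
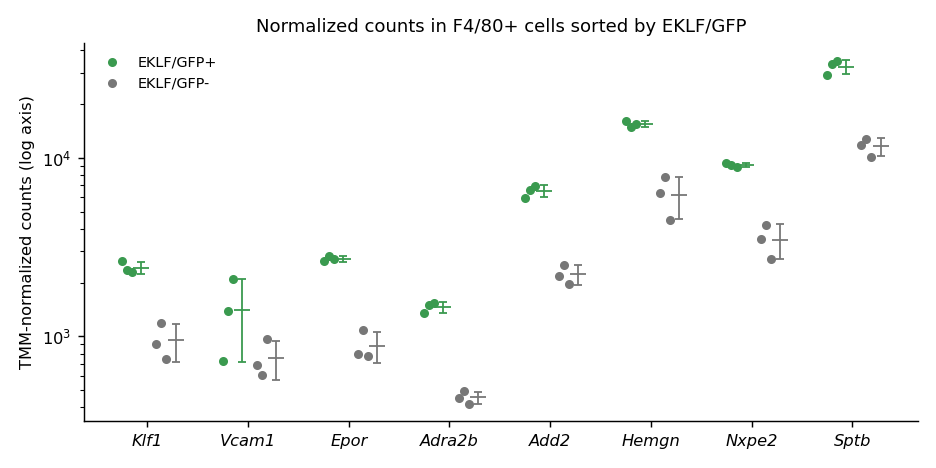
Normalized counts of Klf1, Vcam1, Epor, Adra2b, Add2, Hemgn, Nxpe2 and Sptb (log axis) in each of the 3 EKLF/GFP+ and 3 EKLF/GFP- libraries, with the mean and SD of each group beside the points. The groups overlap for Vcam1 and lie apart for the other genes.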

Differential expression analysis shows that 2330 genes are enriched in F4/80+EKLF/GFP+ (Figure 4—figure supplement 1B, Supplementary file 3), with EKLF and Vcam1 among the enriched mRNAs consistent with prior work (Xue et al., 2014, Figure 4B, C). In addition, we find that Epor mRNA is also enriched in F4/80+EKLF/GFP+ (Figure 4B, D). 

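Epor lies on chromosome 9 from 21958897 to 21963506. It had 2726 ± 105 normalized counts (SD, n = 3) in EKLF/GFP+ and 884 ± 175 (SD, n = 3) in EKLF/GFP-. The log2 fold change was 1.62 (standard error 0.14, adjusted p = 5.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 1.54 and 1.80 with each library left out in turn. The first 2000 genes of the paper's own list of enriched genes were compared with these calls, and the rest of that list was not used here. Of them, 1865 were also called higher in EKLF/GFP+ here, which is 93.2%.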

Since Epor+/F4/80+ macrophages form erythroblast islands in bone marrow (Li et al., 2019), our data indicates that the same is true for EKLF+ F4/80+ FL macrophages. 

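Gene lists for heme synthesis, iron and innate immunity were tested in the sorted populations with camera, and their 3 p-values were adjusted by Benjamini-Hochberg. The 8 heme synthesis genes had a mean log2 fold change of 1.37 in EKLF/GFP+ against EKLF/GFP- (two-sided, adjusted p = 3.3e-06), and all 8 were called higher. The 14 iron genes had a mean of 0.40 (two-sided, adjusted p = 0.0198), with 8 called higher and 2 lower. Adjusted over the list alone, the same numbers of heme and iron genes were called. All 3 lists kept a p under 0.05 with fry, which gave 0.00042 for heme synthesis and 0.0068 for iron, whereas the list for cell adhesion in EKLF-/- had passed only with fry. Without EKLF/GFP- replicate 1, iron no longer passed with fry, with a mean of 0.37. Alas2 and Cpox of the heme synthesis list are also in the list of 10 erythroid-like marker genes. All 10 erythroid-like genes were higher in EKLF/GFP+, with a mean log2 fold change of 1.42.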

When we analyze the functional categories of genes significantly enriched in each of the subsets (Figure 4—figure supplement 1B), we find that the EKLF/GFP+F4/80+ subset is enriched for genes involved in heme synthesis, iron transport and homeostasis, and myeloid/erythroid differentiation (Table 2), functions consistent with those performed by erythroblast island macrophages. In contrast, the genes enriched in EKLF- F4/80+ macrophages are mostly involved in innate and cellular immune responses (Table 3), indicating that these are inherently distinct from the EKLF-expressing macrophages in mouse FL.

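The 25 innate immune genes had a mean log2 fold change of -1.98 in EKLF/GFP+ against EKLF/GFP- (camera, two-sided, adjusted p = 8.7e-09 over the 3 lists). Of these genes, 24 were called lower in EKLF/GFP+, and 24 were lower when adjusted over the list alone. Of the 10 splits of the libraries into 2 groups of 3, 3 gave this list a camera p as small, the real split included. All 13 genes of the monocyte-like and neutrophil-like marker lists were lower as well. From the functional categories of the genes enriched in each population, the paper concludes that the EKLF- macrophages are inherently distinct from those that express EKLF.

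**Figure D3:**
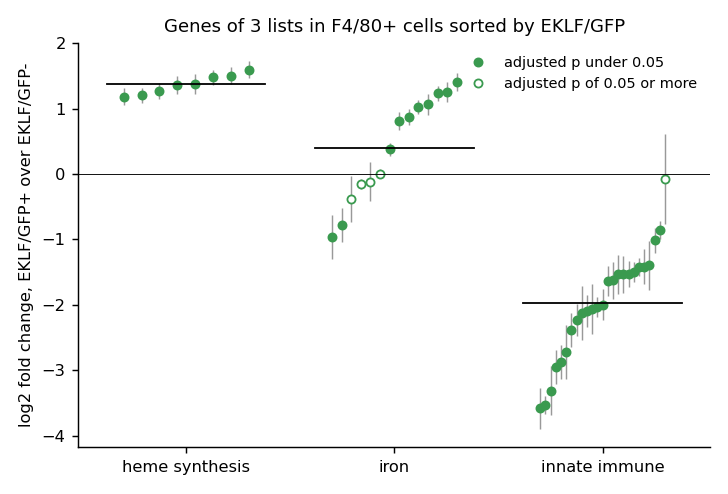
Log2 fold change and standard error of each gene of the heme synthesis, iron and innate immune lists in EKLF/GFP+ against EKLF/GFP-, with filled points for an adjusted p under 0.05 and a black line at the mean of each list. The heme synthesis genes all lie above 0, the iron genes lie on both sides, and 24 of the 25 innate immune genes were called lower.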

**Figure 4.**
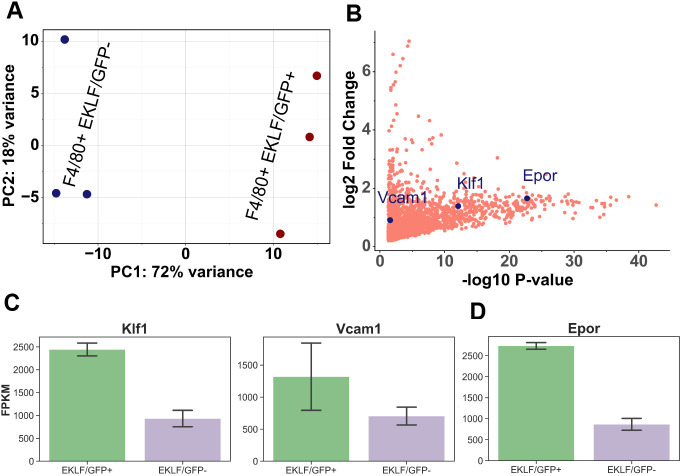
Comparison of gene expression in F4/80+ EKLF/GFP+ and F4/80+ EKLF/GFP- fetal liver macrophages. (**A**) Principal component analysis using scaled Z-score based on the expression level of the top 10,000 highly expressed genes from RNA-Seq replicates of F4/80+ EKLF/GFP+ and F4/80+ EKLF/GFP- is plotted with each axis depicting the two major principal components (source data: Figure 4—source data 1). (**B**) Scatterplot showing the significantly enriched genes in the F4/80+ EKLF/GFP+ population compared to F4/80+ EKLF/GFP-. Vcam1, Klf1, and Epor are highlighted in blue (source data: Figure 4—source data 2). Fragments per kilobase million (FPKM) values of (**C**) EKLF/Klf1 and Vcam1 and (**D**) Epor in the two populations. Figure 4—source data 1.Coordinates of principal components 1 and 2 corresponding to each replicate of EKLF/GFP+ and EKLF/GFP- RNA-Seq data. Figure 4—source data 2.Differential gene expression results obtained using DESeq2 from the EKLF/GFP RNA-Seq dataset.

**Figure 4—figure supplement 1.**
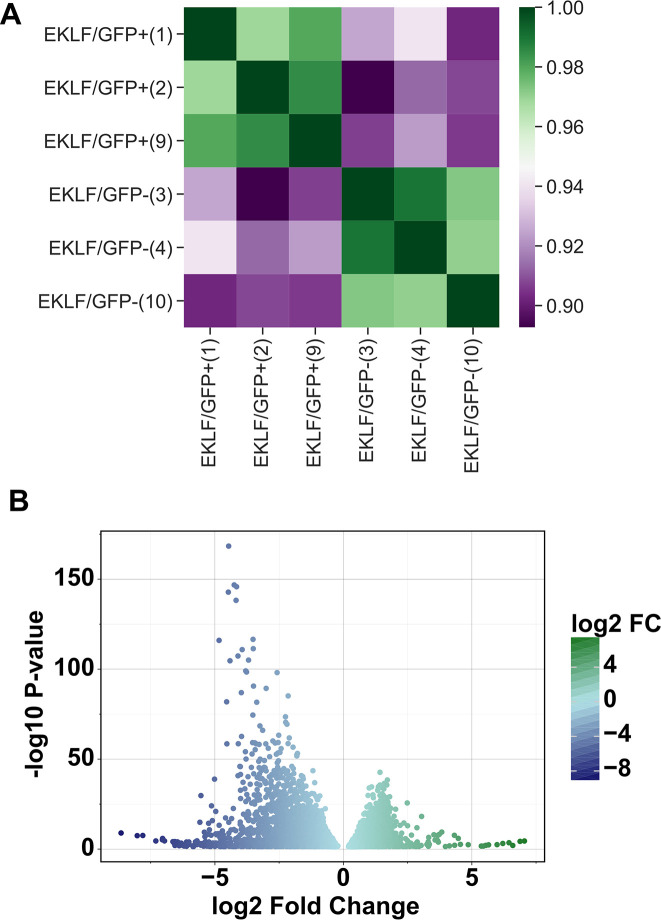
Comparison of gene expression in F4/80+ EKLF/GFP+ and F4/80+ EKLF/GFP- fetal liver macrophages. (**A**) Correlation analysis of Z-score transformed gene expression data for each replicate in RNA-Seq showing high correlation between EKLF/GFP+ and EKLF/GFP- replicates, respectively (source data: Figure 4—figure supplement 1—source data 1). (**B**) Volcano plot showing genes enriched in EKLF/GFP+ and EKLF/GFP- (source data: Figure 4—source data 2). Figure 4—figure supplement 1—source data 1.Scaled Z-scores of FPKM values of the top 10,000 highly expressed genes in the EKLF/GFP+ F4/80+ RNA-Seq dataset.

**Table 2.** Summary of GO terms for genes significantly enriched in EKLF/GFP+ F4/80+ fetal liver macrophages.

Term_ID	Description	Frequency (%)	log10 p-valueue	Uniqueness
GO:0006778	Porphyrin-containing compound metabolic process	0.18	−12.8484	0.777
GO:0051186	Cofactor metabolic process	1.60	−12.2111	0.915
GO:0033013	Tetrapyrrole metabolic process	0.20	−11.1538	0.869
GO:0051179	Localization	26.83	−8.8728	0.994
GO:0034101	Erythrocyte homeostasis	0.58	−8.3027	0.786
GO:0006810	Transport	20.74	−8.0986	0.952
GO:0051234	Establishment of localization	21.48	−7.6831	0.957
GO:0065008	Regulation of biological quality	15.62	−6.8115	0.959
GO:0055085	Transmembrane transport	5.98	−6.4975	0.945
GO:0042592	Homeostatic process	7.64	−6.1826	0.886
GO:0061515	Myeloid cell development	0.32	−5.6997	0.83
GO:0048731	System development	21.00	−5.4423	0.93
GO:1901564	Organonitrogen compound metabolic process	9.12	−5.1438	0.923
GO:0042744	Hydrogen peroxide catabolic process	0.07	−5.0001	0.868
GO:0006811	Ion transport	7.05	−4.9442	0.946
GO:0048513	Animal organ development	15.85	−4.7331	0.926
GO:0008152	Metabolic process	51.22	−4.3756	0.997
GO:0044237	Cellular metabolic process	45.64	−4.3162	0.937
GO:0055076	Transition metal ion homeostasis	0.58	−4.2923	0.831
GO:0007275	Multicellular organism development	23.55	−4.161	0.933
GO:0032502	Developmental process	27.72	−4.1078	0.994
GO:0048872	Homeostasis of number of cells	1.37	−4.0386	0.845
GO:0008643	Carbohydrate transport	0.71	−3.9826	0.911
GO:0048878	Chemical homeostasis	4.85	−3.8372	0.85
GO:0006796	Phosphate-containing compound metabolic process	13.70	−3.7212	0.925
GO:0006793	Phosphorus metabolic process	14.00	−3.5364	0.925
GO:0055072	Iron ion homeostasis	0.38	−3.5032	0.829
GO:0030099	Myeloid cell differentiation	1.70	−3.3938	0.848
GO:0042440	Pigment metabolic process	0.30	−3.2046	0.893
GO:0050801	Ion homeostasis	3.30	−3.1372	0.843
GO:0048856	Anatomical structure development	25.70	−2.9598	0.947
GO:0006820	Anion transport	2.43	−2.8403	0.941
GO:0017001	Antibiotic catabolic process	0.52	−2.6912	0.876
GO:0098771	Inorganic ion homeostasis	3.02	−2.6573	0.839
GO:0019755	One-carbon compound transport	0.06	−2.4416	0.9
GO:0019725	Cellular homeostasis	3.80	−2.1148	0.81
GO:0071704	Organic substance metabolic process	49.01	−2.0066	0.945

**Table 3.** Summary of GO terms for genes significantly enriched in EKLF/GFP- F4/80+ fetal liver macrophages.

Term_ID	Description	Frequency (%)	log10 p-valueue	Uniqueness
GO:0002376	Immune system process	11.16	−90.8785	0.492
GO:0001775	Cell activation	4.73	−58.5949	0.502
GO:0045321	Leukocyte activation	4.17	−57.3276	0.435
GO:0001816	Cytokine production	2.93	−56.1898	0.522
GO:0040011	Locomotion	7.21	−51.1415	0.515
GO:0001817	Regulation of cytokine production	2.62	−48.8035	0.477
GO:0006928	Movement of cell or subcellular component	7.93	−47.6096	0.474
GO:0006954	Inflammatory response	2.89	−45.4918	0.524
GO:0022610	Biological adhesion	6.66	−45.4019	0.519
GO:0030334	Regulation of cell migration	3.21	−37.8661	0.468
GO:0051707	Response to other organism	4.45	−34.3509	0.498
GO:0009607	Response to biotic stimulus	4.67	−34.2713	0.514
GO:0030155	Regulation of cell adhesion	2.92	−34.1483	0.502
GO:0022603	Regulation of anatomical structure morphogenesis	4.20	−33.7719	0.47
GO:0008283	Cell proliferation	8.83	−29.2539	0.482
GO:0030036	Actin cytoskeleton organization	2.80	−28.0214	0.516
GO:0030029	Actin filament-based process	3.14	−27.3893	0.523
GO:0035295	Tube development	3.20	−25.1916	0.507
GO:0008219	Cell death	8.78	−24.5897	0.468
GO:0070661	Leukocyte proliferation	1.41	−23.5623	0.563
GO:0072358	Cardiovascular system development	3.13	−23.0994	0.498
GO:0006793	Phosphorus metabolic process	14.00	−22.2385	0.449
GO:0044093	Positive regulation of molecular function	7.70	−22.1855	0.47
GO:0006897	Endocytosis	3.19	−19.725	0.532
GO:0098657	Import into cell	0.29	−19.1913	0.625
GO:0050764	Regulation of phagocytosis	0.36	−18.9505	0.578
GO:1902533	Positive regulation of intracellular signal transduction	4.07	−18.4109	0.439
GO:0051704	Multiorganism process	6.53	−17.9065	0.52
GO:0034097	Response to cytokine	3.34	−17.0337	0.525
GO:0032940	secretion by cell	4.11	−16.2249	0.486
GO:0002699	Positive regulation of immune effector process	0.86	−14.2444	0.51
GO:0007167	Enzyme-linked receptor protein signaling pathway	4.02	−14.1906	0.48
GO:0001774	Microglial cell activation	0.07	−12.1713	0.623
GO:0010942	Positive regulation of cell death	2.72	−11.1617	0.486
GO:0097435	Supramolecular fiber organization	2.73	−11.1108	0.525
GO:0042592	Homeostatic process	7.64	−10.9553	0.477
GO:0035456	Response to interferon-beta	0.22	−10.2302	0.627
GO:0008360	Regulation of cell shape	0.65	−10.1463	0.547
GO:0042107	Cytokine metabolic process	0.55	−9.76	0.605
GO:0050777	Negative regulation of immune response	0.61	−9.7184	0.523
GO:0002444	Myeloid leukocyte-mediated immunity	0.38	−9.7099	0.588
GO:0090130	Tissue migration	1.14	−9.6676	0.563
GO:0051129	Negative regulation of cellular component organization	2.94	−9.0279	0.504

### EKLF specifies expression of a substantial number of genes including important transcription factors in FL macrophages

Both the above datasets provide us with unique information. The first dataset (Figure 3) identifies EKLF-dependent macrophage genes but does not distinguish between EKLF-expressing and EKLF-deficient macrophages in a genetically unaltered state. The second dataset (Figure 4) identifies genes with enriched expression in F4/80+ cells where EKLF is also expressed but does not identify EKLF-dependent genes. By comparing the datasets, we can determine which genes have enriched expression in EKLF-expressing macrophages and are also significantly downregulated in EKLF-/-, and therefore truly EKLF-dependent (Figure 5A, red box). Overlapping these two independent datasets is an extremely powerful way to parse down the potential direct/indirect genes whose expression is dependent on the presence of EKLF. We find that 504 genes are EKLF-dependent in F4/80+EKLF+ macrophages, a highly significant number given the size of the datasets (Figure 5B, Figure 5—figure supplement 1A).

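Of 11659 genes tested in both comparisons, 622 were higher in EKLF/GFP+ and lower in EKLF-/-, where 265 would be shared by chance (odds ratio 4.60, two-sided Fisher's exact test, p = 1.0e-126). This p takes genes as independent, which they are not. Another 243 genes were lower in both EKLF-/- and EKLF/GFP+. With a limit of at least a 2-fold change in both comparisons, the alternative that moved the count most, 180 genes were shared. The count was 377 without EKLF+/+ replicate 1, 390 without EKLF+/+ replicate 3 and 377 without EKLF-/- replicate 3. The paper's own list holds 503 genes, of which 433 were also called here, which is 86.1%. Over the 2402 genes called in EKLF-/- and tested in both comparisons, the log2 fold changes had a Pearson correlation of -0.27 and a Spearman correlation of -0.28 across genes. Over all genes tested in both, these were -0.16 and -0.14. In the single-cell data, 31.4% of the shared genes had their highest mean expression in an erythroid-like cluster, against 4.34% of the other tested genes. From the overlap of these datasets, the paper reasons that the genes depend on EKLF.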

**Figure 5.**
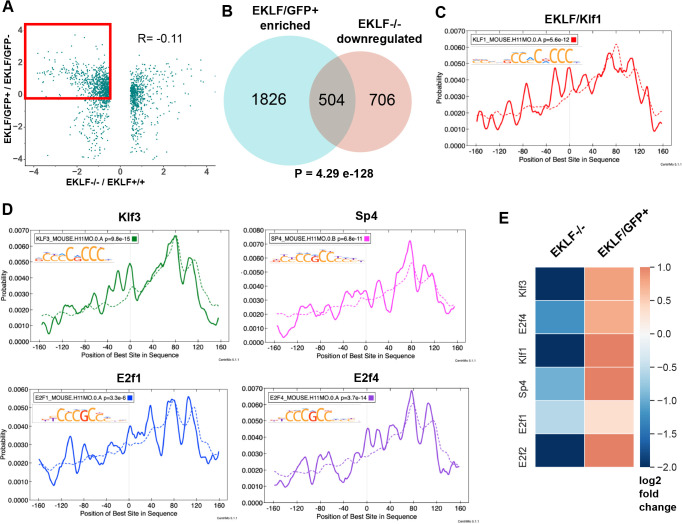
EKLF specifies lineage and cell-cycle transcription factors in F4/80+ fetal liver (FL) island macrophages. (**A**) Scatterplot of log2-fold changes in EKLF/GFP+ plotted against EKLF-/-. Red box shows the genes that are common and of interest from both datasets, that is, enriched in EKLF/GFP+ and downregulated in EKLF-/- F4/80+ FL macrophages (source data: Figure 5—source data 1). (**B**) Venn diagram showing the number of genes in each category from (**A**). Centrimo analysis of promoters of EKLF-dependent genes showing differential motif enrichment of (**C**) EKLF/Klf1 and (**D**) Klf3, Sp4, E2f1, and E2f4 motifs (source data: Figure 5—source data 2, 3). Dotted line depicts the expected probability of occurrence of the respective motif in the background dataset (see 'Materials and methods'). (**E**) Heatmap showing log2-fold change of expression in EKLF-/- and EKLF/GFP+ of the above EKLF-dependent transcription factors in F4/80+ FL macrophages. Figure 5—source data 1.Expression values of differentially expressed genes in EKLF-/- cells vs WT cells compared with their expression in the EKLF/GFP+ dataset. Figure 5—source data 2.FASTA sequences of the promoters of EKLF-dependent genes. Figure 5—source data 3.FASTA sequences of the promoters of all genes not included in the EKLF-dependent gene set.

**Figure 5—figure supplement 1.**
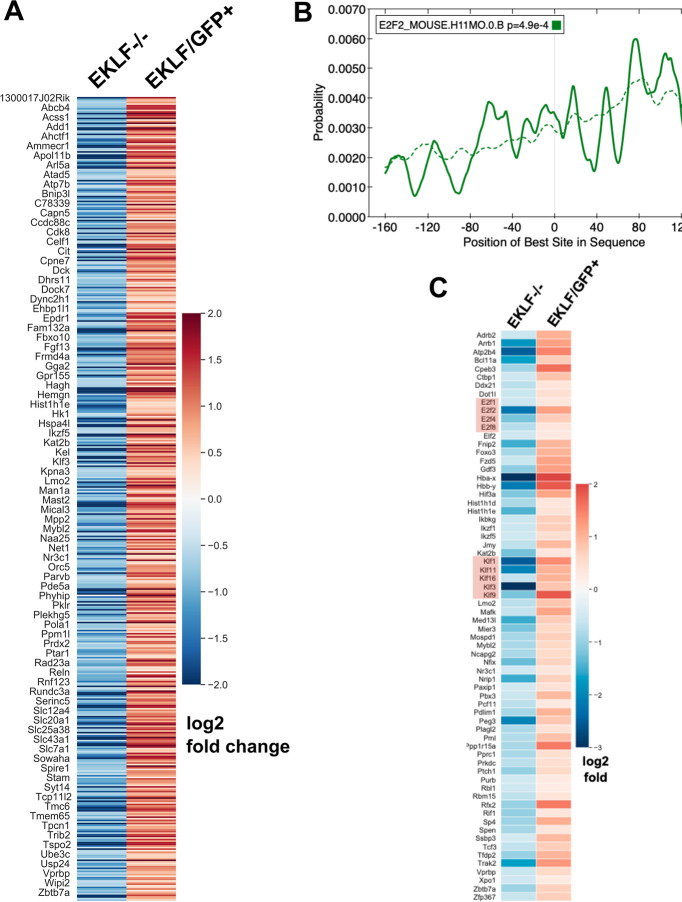
EKLF-dependent genes expressed in F4/80+ fetal liver (FL) macrophages. (**A**) Heatmap showing log2-fold change expression in EKLF-/- over WT and EKLF/GFP+ over EKLF/GFP- of all the 504 EKLF-dependent genes in F4/80+ FL macrophages (source data: Figure 5—figure supplement 1—source data 1). One in every six genes’ name is displayed for visibility. (**B**) Centrimo analysis of E2f2 promoter of EKLF-dependent genes showing differential motif enrichment of E2f2 motifs (source data: Figure 5—source data 2, 3). Dotted line depicts the expected probability of occurrence of the E2f2 motif in the background dataset (see 'Materials and methods'). (**C**) Heatmap showing log2-fold change expression of potential EKLF-dependent transcription factors (source data: Figure 5—figure supplement 1—source data 1). Red boxes highlight the lineage Klf transcription factors and the cell-cycle E2f transcription factors. Figure 5—figure supplement 1—source data 1.Expression values of EKLF-dependent genes.

**Figure 5—figure supplement 2.**
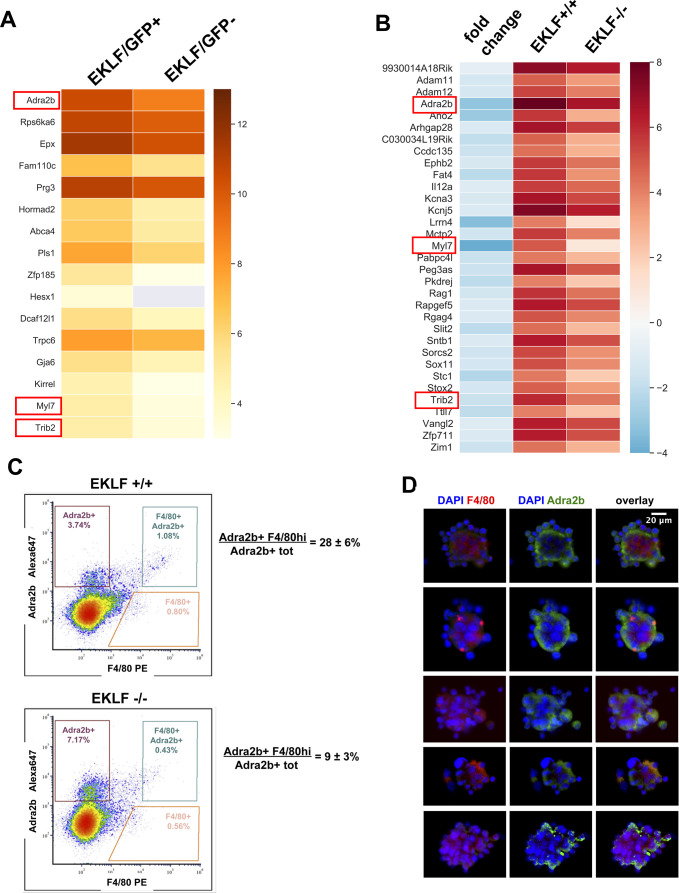
EKLF-dependent signature genes in F4/80+ fetal liver (FL) macrophages. (**A**) Heatmap of log2 FPKM values of F4/80+ FL signature genes (Figure 1E) that are also enriched in F4/80+ EKLF/GFP+ cells (source data: Figure 5—figure supplement 2—source data 1). (**B**) Heatmap of log2 FPKM and fold changes of FL signature genes that are significantly downregulated in EKLF-/- (source data: Figure 5—figure supplement 2—source data 2). Red boxes depict the EKLF-dependent signature genes that are common to both (**A**) and (**B**). (**C**) Density plot of flow cytometry analysis of E13.5 FLs stained with F4/80 and Adra2b antibodies. Gating scheme for F4/80-hi and Adra2b+ cells is shown in blue. The percentage of double-positive Adra2b+ and F4/80-hi cells, compared to total Adra2b+ cells, is indicated. (**D**) Representative pictures of erythroblastic islands from E13.5 FLs are shown after immunostaining with anti-F4/80 (red) or anti-Adra2b (green) antibodies. DNA stain was with DAPI (blue). Figure 5—figure supplement 2—source data 1.Expression values of signature genes from Figure 1E that are significantly enriched in EKLF/GFP+ cells. Figure 5—figure supplement 2—source data 2.Expression of signature genes from Figure 1E that are significantly downregulated in EKLF-/- cells compared to WT.

To determine whether these genes may be under EKLF transcription control, we used Centrimo (MEME suite) to analyze the promoters of these 504 genes for TF motifs that are differentially enriched over a background set comprising promoter sequences of the rest of the transcriptome (Supplementary file 4). Indeed, we find that Klf1 motifs are overrepresented in these promoters, consistent with the idea that they are EKLF-dependent (Figure 5C). In addition, we find that the motifs of transcription factors Klf3, E2f1, E2f4, and Sp4 are significantly enriched (Figure 5D) and these TFs are also among the 504 EKLF-dependent genes (Figure 5E). This strongly suggests that EKLF, together with Klf3, E2f1, E2f4, and Sp4, may constitute a transcriptional network regulating the distinct gene expression program of FL island macrophages. 

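The expression of these 4 factors was tested in both comparisons, and their motifs were not analysed here. Klf3 had a log2 fold change of -3.55 in EKLF-/- (standard error 0.14, adjusted p = 3.2e-06) and 0.93 in EKLF/GFP+ (standard error 0.08, adjusted p = 5.2e-05), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By the same edgeR test with Benjamini-Hochberg adjustment, E2f4 had -1.21 (adjusted p = 0.00021) and 0.71 (adjusted p = 0.00091), respectively. E2f1 changed less, by -0.56 (adjusted p = 0.0072) in EKLF-/- and 0.30 (adjusted p = 0.0281) in EKLF/GFP+ (edgeR, Benjamini-Hochberg). Sp4 had -0.96 (adjusted p = 0.0402) and 0.83 (adjusted p = 0.00057) in these comparisons (edgeR, Benjamini-Hochberg). Sp4 no longer passed the threshold in EKLF-/- without EKLF+/+ replicate 1, 2 or 3, at -0.93, -1.03 and -0.97, or without EKLF-/- replicate 3, at -1.04. In EKLF/GFP+, E2f1 was no longer called without EKLF/GFP- replicate 3, at 0.23, with an offset for average transcript length, at 0.30, or with limma on the authors' normalized counts, at 0.33 to 0.34. Klf3 was no longer called there with limma after adding 1 to the normalized counts, at 0.79.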

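E2f2 fell from 5944 ± 328 normalized counts (SD, n = 3) in EKLF+/+ to 1271 ± 143 (SD, n = 3) in EKLF-/-, a log2 fold change of -2.22 (standard error 0.12, adjusted p = 1.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had 1913 ± 110 normalized counts (SD, n = 3) in EKLF/GFP+ and 825 ± 72.1 (SD, n = 3) in EKLF/GFP-, a log2 fold change of 1.21 (standard error 0.09, adjusted p = 3.9e-05 from the same edgeR test with Benjamini-Hochberg adjustment). With each library left out in turn, the log2 fold changes stayed between -2.28 and -2.15 in EKLF-/- and between 1.14 and 1.29 in EKLF/GFP+.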

E2f2 is also EKLF-dependent in F4/80+ macrophages (Figure 5E), but its motif is not significantly enriched (Figure 5—figure supplement 1B, E-value=0.17), suggesting that E2f2 may not be a critical part of the EKLF transcription network in island macrophages.

The overlap of the datasets (Figure 5A, B) suggests that EKLF may regulate the expression of a significant number of other transcription factors in FL macrophages, including Foxo3, Ikzf1, MafK, Nr3c1; cell-cycle E2f factors; and other members of the Klf family (Figure 5—figure supplement 1C). This will ultimately be verified by a search of consensus target sequences in putative target genes and by EKLF ChIP. Thus, along with the known transcriptional role of EKLF in erythroid cells, our data is consistent with a global regulatory role for EKLF in the proliferation and development of FL island macrophages.

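Of the 13 transcription factors that the paper names in its text or marks in a figure supplement, 12 were lower in EKLF-/- and 12 were higher in EKLF/GFP+ (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, all 13 were called in each comparison. None of these counts is independent evidence, because the study chose the list on these samples. Foxo3 did not pass the threshold in EKLF-/-, with a log2 fold change of -0.88 (standard error 0.29, adjusted p = 0.0623 from edgeR with Benjamini-Hochberg adjustment). It passed without EKLF-/- replicate 1 or 2, at -1.20 and -0.59, with DESeq2, at -0.89, without a filter on low counts, at -0.88, and with a gene length correction, at -0.75. In EKLF/GFP+, Foxo3 had 0.97 (adjusted p = 0.00099, edgeR with Benjamini-Hochberg). E2f8 had a log2 fold change of -0.77 in EKLF-/- (adjusted p = 0.0197) but 0.30 in EKLF/GFP+ (adjusted p = 0.0801, both from edgeR with Benjamini-Hochberg adjustment). E2f8 was called in EKLF/GFP+ without EKLF/GFP- replicate 2, at 0.41, with a gene length correction, at 0.37, and with DESeq2, with its size factors in edgeR or without a filter, each at 0.33. Ikzf1, Mafk and Nr3c1 fell by 0.56, 0.64 and 0.53 on the log2 scale in EKLF-/-, and rose by 0.27, 1.02 and 0.30 in EKLF/GFP+. The falls of Klf9, Klf11 and Klf16 were -1.21, -2.02 and -0.65, and their rises were 1.68, 0.71 and 0.98. Ikzf1, Nr3c1 and E2f8 were no longer called in EKLF-/- without any one EKLF+/+ replicate, with log2 fold changes of -0.58 to -0.57, -0.60 to -0.47 and -0.82 to -0.74. The same held without EKLF-/- replicate 3, at -0.58, -0.53 and -0.80. Klf9 was lost in EKLF-/- without EKLF+/+ replicate 1, at -1.10. In EKLF/GFP+, Ikzf1 and Nr3c1 were lost without EKLF/GFP- replicate 1, at 0.25 and 0.26. With an offset for average transcript length, the rises of Klf9, at 1.64, and Klf11, at 0.98, were no longer called. With limma on the authors' normalized counts, Klf11, at 1.07 to 1.12, was not called, nor was Nr3c1, at 0.33, when no filter on low values was applied. From the overlap, the paper proposes that EKLF may regulate these other transcription factors, which it leaves to be verified.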

### Novel EKLF-dependent markers of EKLF+ F4/80+ FL macrophages

Our data has shown that FL macrophages have a distinct cellular identity, with a unique gene expression signature, and that the EKLF+ subset is functionally distinct. We next wished to develop a strategy to isolate the EKLF+ macrophages by finding a novel specific cell surface marker for sorting these cells. We find that of the 304 F4/80+ signature genes (Figure 1E), 16 are enriched in F4/80+EKLF/GFP+ macrophages (Figure 5—figure supplement 2A) and 32 are downregulated in F4/80+ EKLF-/- macrophages (Figure 5—figure supplement 2B). Among these, Adra2b codes for a cell surface adrenergic receptor α_2B_ (Weinshank et al., 1990), is highly enriched in F4/80+EKLF/GFP+, and significantly downregulated approximately eightfold in F4/80+EKLF-/- (Figure 5—figure supplement 2A, B). 

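Of the 304 signature genes, 303 were tested in EKLF-/- against EKLF+/+, where 43 were lower and 14 were higher (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In EKLF/GFP+ against EKLF/GFP-, 261 were tested, and 23 were higher and 107 were lower. Adjusted over the list alone, 41 were lower and 14 were higher in EKLF-/-, and 26 were higher and 108 were lower in EKLF/GFP+. The study chose this list on the EKLF+/+ libraries, so no count of signature genes in the first comparison is independent evidence, with either adjustment. The number lower in EKLF-/- was 14, 12 and 20 without EKLF+/+ replicate 1, 2 or 3, and 12 without EKLF-/- replicate 3. The number higher in EKLF/GFP+ was 15 without EKLF/GFP- replicate 1. Adra2b, Kirrel, Trib2, Trpc6 and Zfp185 were both lower in EKLF-/- and higher in EKLF/GFP+, and Kirrel, Trpc6 and Zfp185 are named here after their values were seen. In the single-cell data, 279 of the 283 signature genes detected had their highest mean expression outside the macrophage-like clusters, as did 82.4% of all detected genes.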

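Adra2b lies on chromosome 2 from 127363208 to 127367221. It fell from 833 ± 90.5 normalized counts (SD, n = 3) in EKLF+/+ to 94.2 ± 32.5 (SD, n = 3) in EKLF-/-, a log2 fold change of -3.14 (standard error 0.25, adjusted p = 0.000125 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had 1453 ± 97.8 normalized counts (SD, n = 3) in EKLF/GFP+ and 454 ± 35.6 (SD, n = 3) in EKLF/GFP-, a log2 fold change of 1.68 (standard error 0.09, adjusted p = 1.3e-05 from the same edgeR test with Benjamini-Hochberg adjustment). With each library left out in turn, the log2 fold change stayed between -3.32 and -2.90 in EKLF-/- and between 1.62 and 1.76 in EKLF/GFP+.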

We reasoned that Adra2b, along with F4/80+, could be used as an additional marker for EKLF+F4/80+ macrophages. Thus, we determined the proportion of Adra2b and F4/80 expressing cells in E13.5 FLs from EKLF+/+ and EKLF-/- mice using flow cytometry.

Using antibodies against Adra2b and F4/80, we find that whereas only a fraction of Adra2b+ cells are also F4/80+, most F4/80+ FL cells are Adra2b+; however, we also note that the Adra2b+F4/80+ population has a F4/80-hi subpopulation (Figure 5—figure supplement 2C, top). This F4/80-hi/Adra2b+ subset is significantly smaller in EKLF-/- (Figure 5—figure supplement 2C, bottom), consistent with our RNA-Seq observations. This data demonstrates that the F4/80-hi/Adra2b+ population in the FL correlates with EKLF expression in F4/80+ FL cells, suggesting that EKLF+ FL macrophages could be isolated using this strategy.

We used immunofluorescence to directly demonstrate that Adra2b protein is expressed in erythroblastic islands (Figure 5—figure supplement 2D). The localization of Adra2b at the surface of the central macrophage cell readily distinguishes it from the more diffuse staining exhibited by F4/80.

### Resolving the cellular heterogeneity in F4/80+ FL macrophages

One critical issue is that FL macrophages are a heterogeneous population of cells, a notion readily apparent from the published literature (Lee et al., 2018; Seu et al., 2017) and from our own observation that not all F4/80+ cells express EKLF (Figure 4). To segregate FL F4/80+ subpopulations and illuminate the role of EKLF in this process, we performed single-cell RNA-Seq on purified F4/80+ FL cells. 

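The single-cell data come from 1 sample, in which littermate embryos were pooled, so no comparison between samples could be made. The authors quantified the Chromium V3 reads with Alevin against the GENCODE annotation of GRCm38, which gives estimated molecule counts per gene and cell. Of the nonzero values, 4.29% are not whole, because molecules shared between genes were divided. The 3093 cells with at least 200 detected genes were kept, and 3 cells were left out. No cell was removed as a possible doublet. The total count per cell had a median of 18605 and ranged from 1605 to 133161, and the median number of detected genes was 4117. Cells were clustered with Seurat from 4000 variable genes, 30 principal components and a resolution of 0.8. A cluster was named after the marker list with the highest mean expression relative to other clusters, where this exceeded 1 SD, and the names stand for marker genes only. A cell counted as having a transcript at a count of at least 1. Shares of cells are given with 95% Wilson intervals, which cover counting error only. Free RNA gives counts in cells that do not express a gene, so the share in the hepatoblast-like cluster of 64 cells is given beside other shares. The paper's cluster numbers were not matched to the clusters found here.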

We used a magnetic bead purification strategy in the presence of Icam4/αv inhibitor peptide (Xue et al., 2014) to isolate and maintain healthy F4/80+ cells for single-cell barcoding and library preparation using the Chromium V3 platform (see 'Materials and methods'). Using flow cytometry, we find that about 83% of our purified population is F4/80+ after two rounds of selection (Figure 6—figure supplement 1).

Single-cell RNA-Seq confirmed the cellular heterogeneity in the F4/80+ population, with 13 separate clusters of cells after unsupervised dimensionality reduction using the Seurat package (Butler et al., 2018; Stuart et al., 2019; Figure 6A). 

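Clustering gave 15 groups of cells, which held 64 to 417 cells each. Across the alternatives, the number of clusters ranged from 12 at a resolution of 0.5 to 20 at a resolution of 1.2. Of the 15, 3 were named macrophage-like, 2 erythroid-like, and 1 each monocyte-like, neutrophil-like, mast cell- or basophil-like, megakaryocyte-like, mesenchymal-like and hepatoblast-like, while 4 took no name. The leading markers of the mast cell- or basophil-like cluster were Srgn, Mpo and Plac8. At a resolution of 1.2, a progenitor-like cluster held 83 cells and a mast cell- or basophil-like one 19. This name may thus hold for a part of the cluster only. In the mesenchymal-like cluster, the mean relative expression was 3.55 SD for its own list and 3.20 SD for the endothelial-like list. These types were not told apart there. From its separate clusters, the paper concludes that the F4/80+ population is heterogeneous.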

F4/80+ mRNA (encoded by the Adgre1 gene) is present in all the clusters, although some clusters have higher levels (Figure 6B). 

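Adgre1 had a count in 31.3% of cells (95% interval 22.4% to 41.9%) of the cluster with the lowest share, which was mesenchymal-like. In the cluster with the highest share, a macrophage-like one, it was 99% (97.4% to 99.6%). The share in the hepatoblast-like cluster was 37.5% (26.7% to 49.7%), and it was 54.1% (47.5% to 60.5%) in the neutrophil-like cluster. Shares near or below the hepatoblast-like one cannot be separated from free RNA at this depth. In the 5 clusters with the most Klf1, called Klf1 clusters, the share was 42.7% (39.1% to 46.3%), against 83.7% (82.2% to 85.1%) in the other clusters.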

Additional macrophage markers such as Marco and Vcam1 mRNAs are also present in all clusters, whereas the macrophage transcription factor PU.1 (encoded by Spic) is enriched in clusters 0, 1, 2, and 8 (Figure 6C). 

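Marco had a count in 49.5% (95% interval 40.4% to 58.7%) to 93.8% (91.0% to 95.7%) of the cells of a cluster, with 62.5% (50.3% to 73.3%) in the hepatoblast-like cluster. Vcam1 ranged from 34.3% (29.0% to 39.9%) to 98.3% (96.6% to 99.2%), with 76.6% (64.9% to 85.3%) in the hepatoblast-like cluster. Spic ranged from 16.4% (12.6% to 21.2%) to 89.0% (85.6% to 91.6%), with 23.4% (14.7% to 35.1%) in the hepatoblast-like cluster. Its highest share was in a macrophage-like cluster and its lowest in the monocyte-like cluster. The matrix also lists Spi1 as a gene of its own. Spi1 ranged from 29.7% (22.0% to 38.8%) in an erythroid-like cluster to 98.3% (96.0% to 99.3%) in the monocyte-like cluster, with 40.6% (29.5% to 52.9%) in the hepatoblast-like cluster.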

Differential enrichment analysis reveals the mRNAs that are enriched in each cluster (Figure 6D, Figure 6—source data 1), and we find certain genes with almost exclusive expression in a particular cluster that serve as markers for that cluster (Figure 6—figure supplement 2).

**Figure 6.**
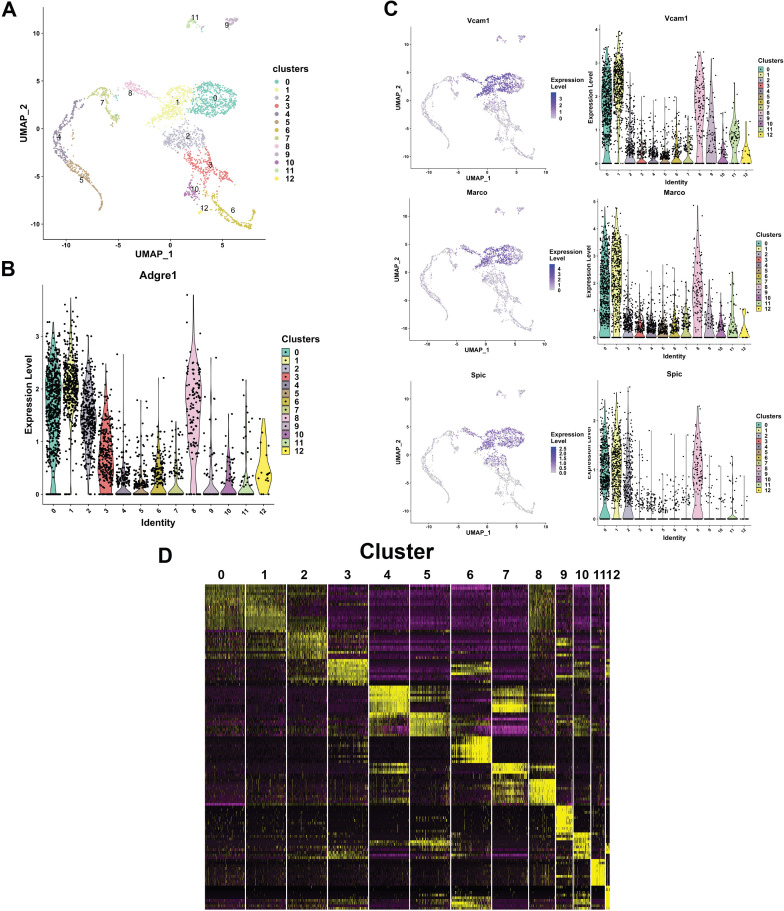
Resolving the cellular heterogeneity of E13.5 fetal liver (FL) macrophages using single-cell RNA-Seq. (**A**) Unsupervised clustering using principal component analysis and subsequent U-MAP projections computed and plotted using the R Seurat package for single-cell RNA-Seq of purified E13.5 FL F4/80+ cells. Cluster numbers are indicated on the clusters. (**B**) Violin plot showing the distribution of F4/80 (Adgre1) mRNA expression in the clusters identified in (**A**). (**C**) Feature plots (left panel) showing individual cellular expression superimposed on the cluster, and Violin plots (right) showing the distribution of expression in each cluster of macrophage markers Vcam1 and Marco, and the macrophage-specific transcription factor PU.1 (Spic). (**D**) Differential mRNA enrichment in each cluster plotted as a heatmap, showing putative unique markers of each cluster (source data: Figure 6—source data 1). Relative expression levels are indicated by color: yellow=high, black=mid, and purple=low. Figure 6—source data 1.Differentially expressed genes associated with each cluster of the single-cell RNA-Seq dataset.

**Figure 6—figure supplement 1.**
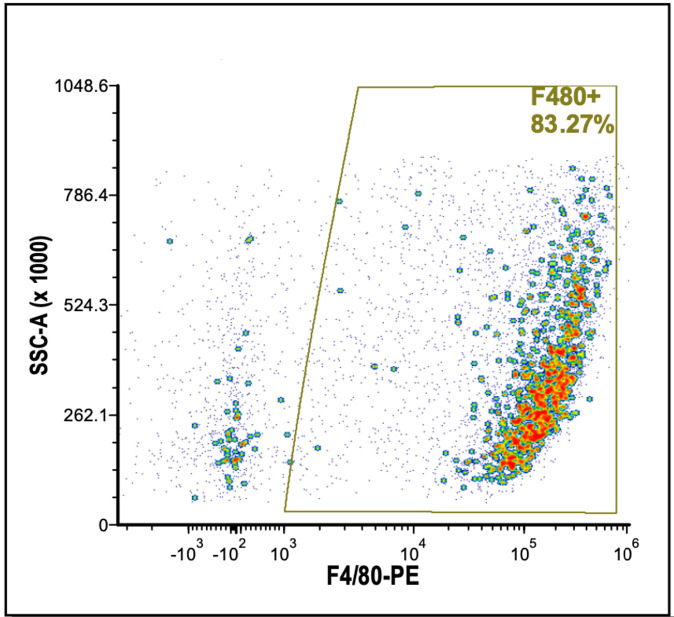
F4/80 purity check. F4/80-PE cells isolated from E13.5 fetal livers using the EZSep (Cell Signaling Technologies) magnetic bead method in the presence of Icam4/αv inhibitor peptide (Xue et al., 2014) and analyzed by flow cytometry to determine purity of the F4/80+ population for single-cell sequencing.

**Figure 6—figure supplement 2.**
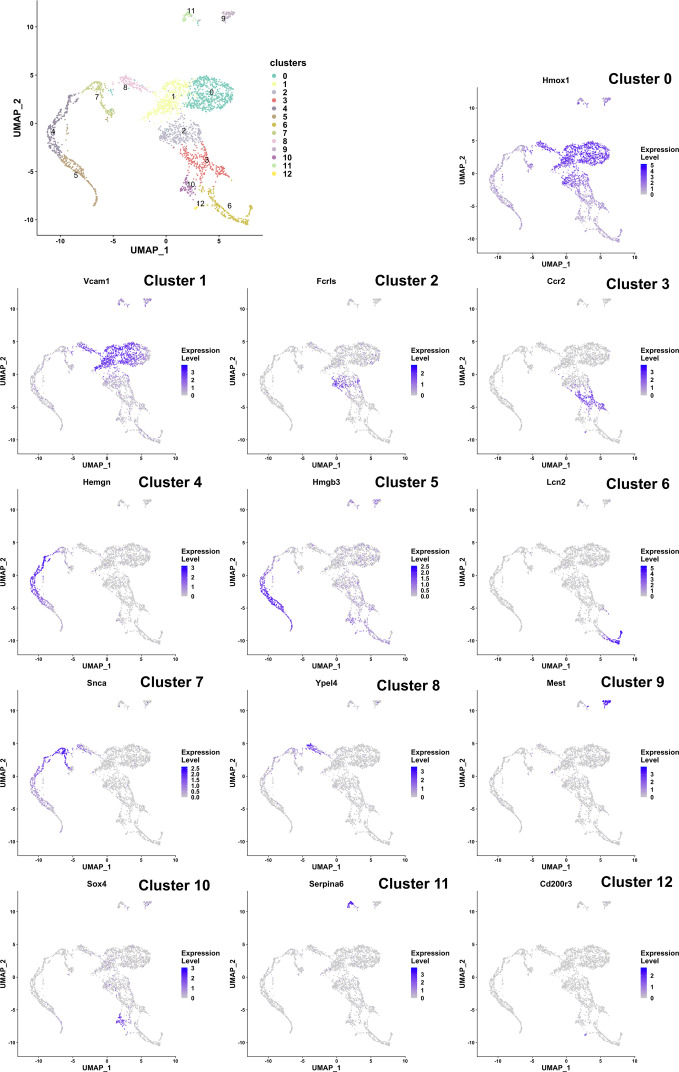
Markers for each gene expression-based cluster of cells identified from single-cell sequencing of F4/80+ fetal liver macrophages. Cluster number and marker names are indicated.

**Figure 6—figure supplement 3.**
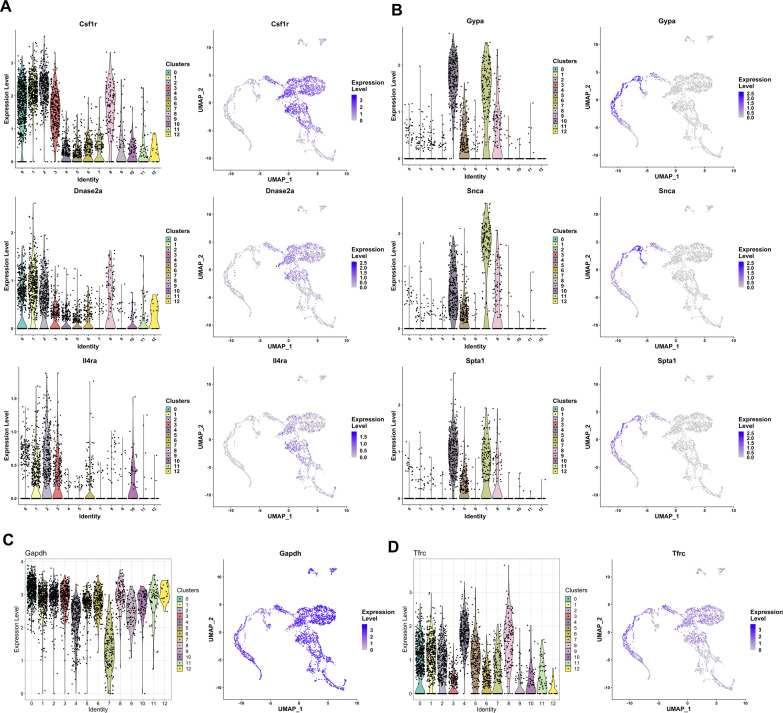
Markers of F4/80+ cell clusters with various cell identities. Violin plot showing the distribution (left) and feature plot showing individual cell expression (right) of (**A**) Csf1r, Dnase2a, and Il4rα genes associated with activated macrophages; (**B**) Gypa, Snca, and Spta1 genes, which are markers for erythro-myeloid characteristics; (**C**) Gapdh; and (**D**) Tfrc (CD71), which are uniformly expressed in most clusters.

It is apparent from these analyses that clusters 0 and 1 have a high overlap in cluster markers (Figure 6D), and due to the high expression of macrophage-specific genes (Figure 6B, C), these clusters likely are comprised of macrophages. This is also confirmed by GO analysis of the top 100 markers for these clusters (Supplementary file 5). 

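The 3 macrophage-like clusters together held 35.4% of all cells. The macrophage-like marker list made up 0.761% of all counts in them, against 0.0330% in the hepatoblast-like cluster. The markers of the first of these clusters were led by Fcna, Vcam1 and C1qa, those of the second by Apoe, C1qb and Cx3cr1, and those of the third by Cd5l, Marco and Ctsd. Fcna, C1qa, Cd5l and Ctsd were among the leading 5 markers of both the first and the third cluster.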

Further, GO analysis of markers for clusters 2 and 3 yields terms compatible with activated macrophage functions (Supplementary file 5), and indeed these clusters express genes correlated with activated macrophages such as Csf1r, Dnase2a, and Il4ra (Figure 6—figure supplement 3A). In contrast, GO analysis of the top enriched genes for clusters 4, 5, 7, and 8 relate to erythro-myeloid characteristics and heme metabolism (Supplementary file 6), with highly enriched markers for these clusters being glycophorin A, α-synuclein, and α-spectrin (Figure 6—figure supplement 3B). 

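Csf1r had a count in every cell of 1 macrophage-like cluster, and in 53.1% (95% interval 41.1% to 64.8%) of the hepatoblast-like cluster. The highest share of cells with Dnase2a was 87.5% in another macrophage-like cluster, with 39.1% (28.1% to 51.3%) in the hepatoblast-like cluster. Il4ra reached 68% in the same cluster as Csf1r, with 7.81% (3.38% to 17.0%) in the hepatoblast-like cluster.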

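Of the genes that the matrix lists, 0 are named Ly76, so this symbol could not be counted in any cell. Of the genes on the erythroid-like marker list, counts made up 0.559% of all counts in the 301 cells of the 2 erythroid-like clusters, against 0.0131% in the hepatoblast-like cluster.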

A search for the terminal erythroid marker Ter119 (Ly76) yields no results in our single-cell sequencing dataset, indicating that perhaps its mRNA is undetectable and that our F4/80+ purification is largely devoid of terminally differentiating erythroid cells. To further support the heterogeneity of expression in these populations, in contrast we find that the mRNA for the constitutively active gene, Gapdh, is uniformly highly expressed in all clusters (Figure 6—figure supplement 3C), whereas CD71 (Tfrc) mRNA was expressed at moderate levels in most clusters (Figure 6—figure supplement 3D).

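Gapdh had a count in 92.9% to 100% of the cells of each cluster, with mean counts of 4.18 to 24.0 per 10000 counts. Tfrc had a count in 32.5% (95% interval 23.4% to 43.2%) of the cells of the mesenchymal-like cluster and in every cell of 1 erythroid-like cluster, with mean counts of 0.281 to 5.64 per 10000. In the hepatoblast-like cluster, 68.8% (56.6% to 78.8%) of cells had a Tfrc count.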

### Cellular heterogeneity in EKLF+ F4/80+ FL macrophages and an improved strategy to isolate this population

Our earlier observations from the pEKLF/GFP mice indicated that about 36% of the F4/80+ FL cells express EKLF (Xue et al., 2014). EKLF+ expression is detected exclusively in clusters 4, 5, and 7 (Figure 7A), and these clusters comprise about 23% of the cells in our dataset. 

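Klf1 had a count in 652 of the 3093 cells, which is 21.1% (95% Wilson interval 19.7% to 22.6%). Klf1 clusters were those in which at least 25% of cells had a Klf1 count. They were 5 clusters with 724 cells, or 23.4% (21.9% to 24.9%) of all cells. Of these, 2 were erythroid-like and 1 megakaryocyte-like, and 2 took no name. The first unnamed one was led by the globin genes Hba-a1, Hba-a2 and Hbb-bs, and the second by Hist1h2ap, Car2 and Npm1. In the first, Hba-a1 took 2689 of every 10000 counts, against 12.3 in the megakaryocyte-like cluster. So large a share lowers the shares of all other genes there. The erythroid-like list made up 0.280% and 0.247% of the counts of the 2 unnamed ones, against 0.559% in the erythroid-like clusters and 0.0131% in the hepatoblast-like cluster. Over all cells, 4 clusters were erythroid-like at resolution 1.2 and 3 with 2000 variable genes. The 5 Klf1 clusters held 82.5% of the cells with a Klf1 count. The median Klf1 count in such cells was 4 in the Klf1 clusters and 1 in the other clusters. In the other 10 clusters, 2.11% to 12.8% of cells had a Klf1 count, with 7.81% (3.38% to 17.0%) in the hepatoblast-like and 3.18% (1.55% to 6.42%) in the neutrophil-like cluster. Asking for a count of at least 2 moved the share of Klf1 cells to 14.7%, and thinning cells to 5000 counts each, an alternative chosen after seeing the data, moved it to 10.3% (9.31% to 11.5%) of 3037 cells. Among the alternatives for the share of cells in Klf1 clusters, asking for 50% Klf1 cells in a cluster moved it most, to 17.5%. The macrophage-like marker list made up 0.0397% of all counts in the Klf1 clusters. Its share was lower in the neutrophil-like (0.0323%), hepatoblast-like (0.0330%) and mast cell- or basophil-like (0.0342%) clusters and higher in the mesenchymal-like cluster (0.127%). This range was chosen for the comparison after the values were seen.

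**Figure D4:**
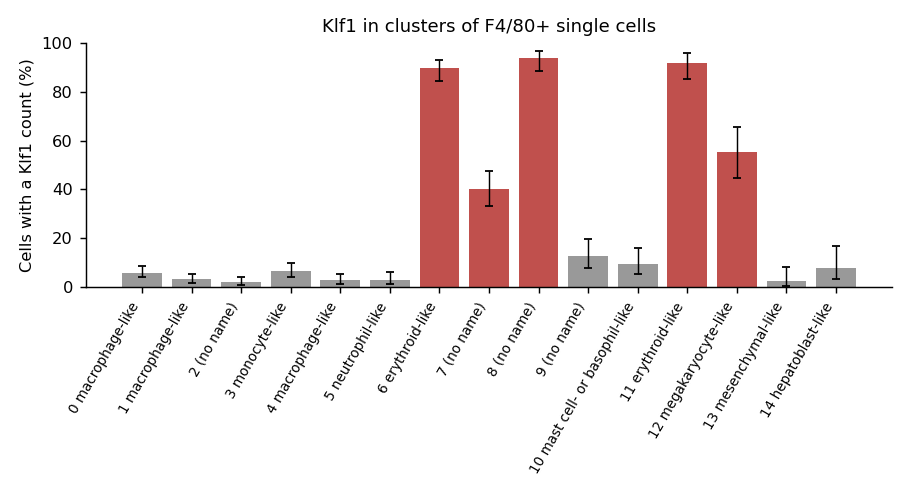
Share of cells with a Klf1 count in each of the 15 clusters (percent, bars), with 95% Wilson intervals and the Klf1 clusters in red. The 5 Klf1 clusters lie between 40.1% and 93.6%, and the other clusters between 2.11% and 12.8%.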

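Of the 652 cells with a Klf1 count, 68.6% (95% interval 64.9% to 72%) also had an Epor count, against 12.9% (11.6% to 14.3%) of the other cells. Epor had a count in 4.69% (1.61% to 12.9%) of the hepatoblast-like cluster. Cells with more counts in all are more often found to have either transcript, and the median total count was 28334 in the Klf1 clusters and 16187 in the others. With the 3037 cells of sufficient depth thinned to 5000 counts each, the shares were 24.5% (20.1% to 29.6%) and 6.87% (5.98% to 7.88%).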

We also find that most of the EKLF+ cells express Epor (Figure 7B), consistent with our earlier observations as well as others (Li et al., 2019). To further test our previous observations that Adra2b expression correlates with EKLF expression and is found in erythroblast island macrophages (Figure 5—figure supplement 2D), we looked for Adra2b expression in single cells. We find specific Adra2b enrichment in cluster 4, thus correlating with some EKLF+ as well as Epor+ cells, albeit the remaining EKLF-expressing clusters 5 and 7 have little Adra2b expression (Figure 7C). This indicates high amounts of heterogeneity even within EKLF+F4/80+ macrophages and suggests that Adra2b alone as a marker is not sufficient to enable efficient isolation of EKLF+F4/80+ cells.

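Adra2b had a count in 16.2% (95% interval 13.7% to 19.0%) of the cells of the Klf1 clusters and in 0.929% (0.614% to 1.40%) of the other cells. Its shares were 44.1% (35.3% to 53.4%) and 26.3% (20.6% to 33%) in the erythroid-like clusters, and 1.18% to 6.04% in the other 3 Klf1 clusters. The hepatoblast-like cluster had 7.81% (3.38% to 17.0%). In the neutrophil-like cluster, Adra2b was found in 0 of 220 cells, which allows a share of up to 1.72%. Of the 3 lower shares, the highest, 6.04% (3.41% to 10.5%) in an unnamed Klf1 cluster, lies above the neutrophil-like limit but not above the hepatoblast-like share.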

**Figure 7.**
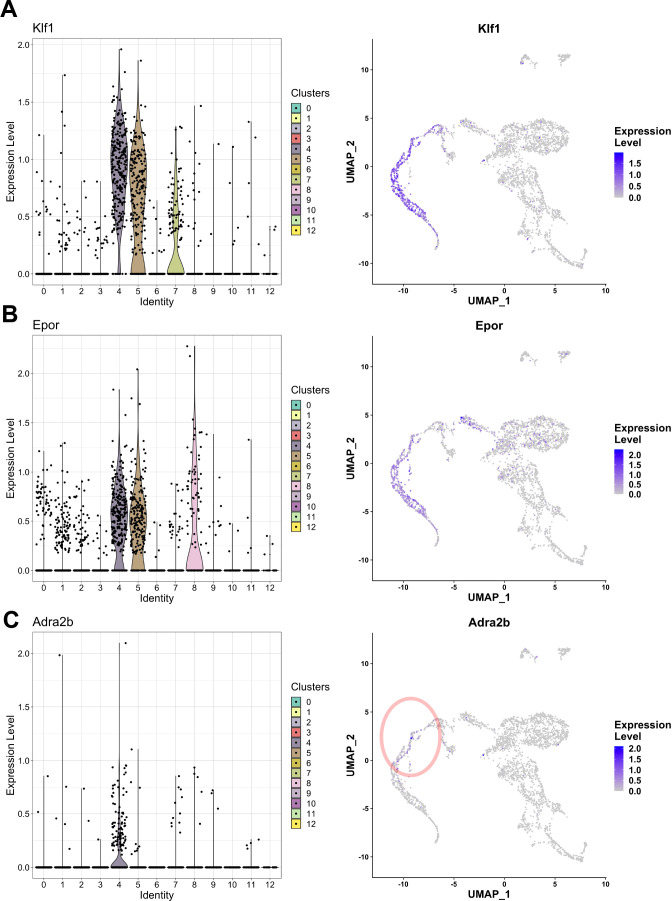
EKLF/Klf1-expressing clusters in F4/80+ fetal liver macrophages. Violin plots showing distribution (left) and feature plots (right) showing individual cellular mRNA expression of (**A**) Klf1, (**B**) Epor, and (**C**) Adra2b superimposed on the clusters.

This led us to devise an improved strategy to isolate EKLF+F4/80+ FL cells based on cell surface marker expression by searching for mRNAs enriched in EKLF+ clusters 4, 5, and 7 taken together. We find that Add2 (adducin2), Hemgn (hemogen), Nxpe2 (neurexophilin and PC-esterase domain family, member 2), and Sptb (spectrinβ) are specifically enriched in the EKLF+ clusters (Figure 8A). Of these, Add2, Nxpe2, and Sptb encode membrane-associated proteins, which would be preferred for antibody-based isolation strategies such as FACS or magnetic bead separation, and thus are attractive candidates for marker-based separation of EKLF+ F4/80+ cells. 

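Add2 had a count in 71.1% (95% interval 67.7% to 74.3%) of the cells of the Klf1 clusters and 5.40% (4.56% to 6.39%) of the other cells. Hemgn was found in 76.5% (73.3% to 79.5%) and 8.61% (7.55% to 9.81%) of these cells, and Nxpe2 in 65.3% (61.8% to 68.7%) and 2.95% (2.35% to 3.72%). Sptb was found in 75.8% (72.6% to 78.8%) and 5.83% (4.95% to 6.84%). In the hepatoblast-like cluster, the shares of Add2, Hemgn, Nxpe2 and Sptb were 1.56%, 7.81%, 4.69% and 10.9%. Outside the Klf1 clusters, Add2 and Sptb were highest in an unnamed cluster of 125 cells, each at 24.0% (17.4% to 32.2%), as was Nxpe2, at 10.4% (6.18% to 17.0%). Hemgn was highest there in the mast cell- or basophil-like cluster, at 19.8% (13.6% to 28.0%). Each of the 4 genes had its highest share in an erythroid-like cluster or in an unnamed Klf1 cluster.

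**Figure D5:**
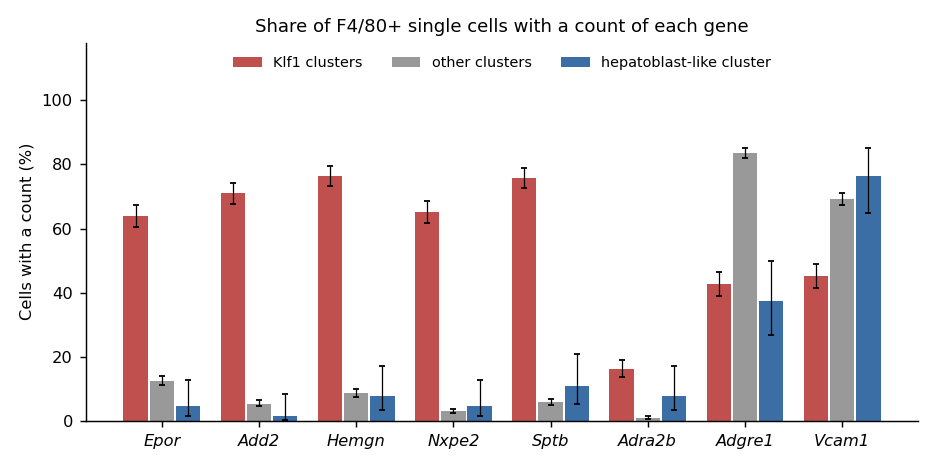
Share of cells with a count of Epor, Add2, Hemgn, Nxpe2, Sptb, Adra2b, Adgre1 and Vcam1 (percent) in the Klf1 clusters, the other clusters and the hepatoblast-like cluster, with 95% Wilson intervals. Add2, Hemgn, Nxpe2 and Sptb exceed 65% in the Klf1 clusters, whereas Adgre1 and Vcam1 have lower shares there than in the other clusters.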

Although Add2 and Sptb are known to be highly expressed in erythroid cells (Chen et al., 2009; Franco and Low, 2010; Gardner and Bennett, 1987), RNA-Seq data of ckit-/CD45+/F480+/AA4.1-/CD11b+ macrophages derived from staged mice embryos (Mass et al., 2016) shows that Add2 and Sptb mRNAs are indeed expressed in mice FL macrophages from E12.5–E18.5 (Figure 8B), with a similar developmental onset to that of EKLF (Figure 2C). Additionally, when we search for their expression in our F4/80+ EKLF/GFP+ bulk RNA-Seq dataset, all four markers are significantly enriched in F4/80+ EKLF/GFP+ (Figure 8C), thus confirming that their mRNA expression correlates with EKLF mRNA expression in F4/80+ macrophages. 

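In the sorted populations, Add2 had 6526 ± 488 normalized counts (SD, n = 3) in EKLF/GFP+ and 2221 ± 288 (SD, n = 3) in EKLF/GFP-, a log2 fold change of 1.55 (standard error 0.11, adjusted p = 2.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sptb had 32506 ± 2903 (SD, n = 3) and 11597 ± 1347 (SD, n = 3), with a log2 fold change of 1.49 (adjusted p = 3.9e-05 from the same edgeR test with Benjamini-Hochberg adjustment). For Nxpe2, the log2 fold change was 1.39 (standard error 0.15, adjusted p = 0.00017), and for Hemgn it was 1.32 (standard error 0.18, adjusted p = 0.0006), both from edgeR with Benjamini-Hochberg adjustment. The libraries of the populations did not overlap for any of the 4 genes, which chance alone gives for 10% of genes.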

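In EKLF-/-, Add2 fell from 4802 ± 131 normalized counts (SD, n = 3) to 593 ± 40.8 (SD, n = 3), a log2 fold change of -3.02 (standard error 0.11, adjusted p = 1.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hemgn fell from 8102 ± 950 (SD, n = 3) to 5167 ± 608 (SD, n = 3), a log2 fold change of -0.65 (standard error 0.14, adjusted p = 0.0152 from edgeR with Benjamini-Hochberg adjustment). Hemgn no longer passed without EKLF+/+ replicate 1, at -0.66, without EKLF+/+ replicate 3, at -0.58, or without EKLF-/- replicate 3, at -0.67. Nxpe2 had a log2 fold change of -7.07 (adjusted p = 2.3e-07, edgeR with Benjamini-Hochberg). Sptb did not pass, at -0.60 (adjusted p = 0.0920, edgeR with Benjamini-Hochberg). It passed without EKLF-/- replicate 1, at -0.80, without EKLF-/- replicate 2, at -0.37, and with DESeq2, at -0.61.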

Finally, optimal levels of Add2 and Hemgn expression are also EKLF-dependent since we find that they are significantly downregulated in F4/80+ EKLF-/- cells (Figure 8D).

**Figure 8.**
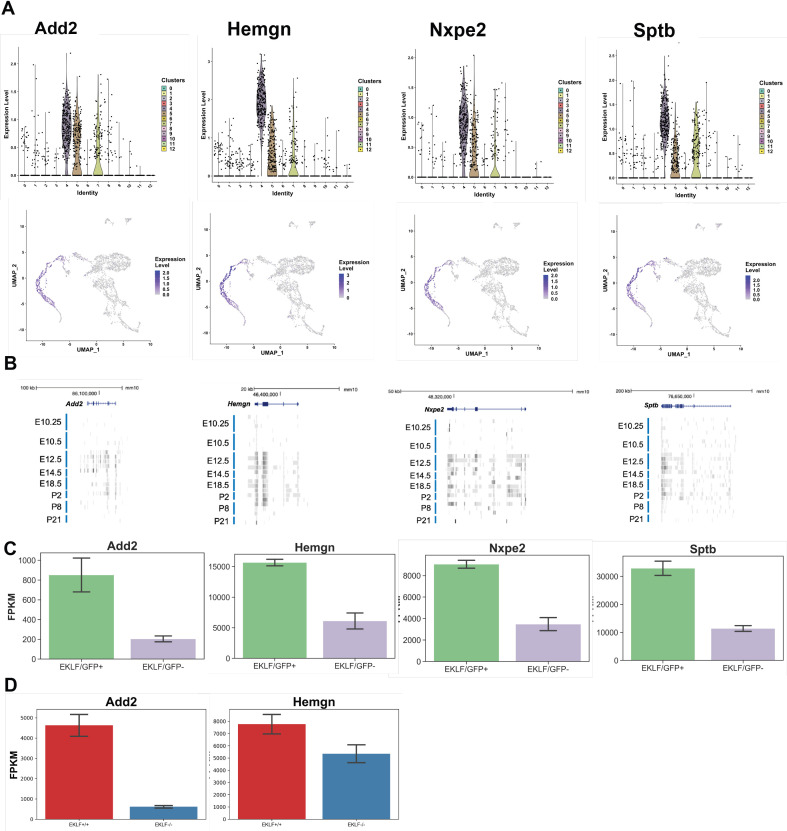
Identification of novel markers for F4/80+/EKLF+ fetal liver macrophages from single-cell sequencing. Using differential enrichment analysis of EKLF clusters 4, 5, and 7 compared with the rest of the cells, putative markers for F4/80+ EKLF+ cells were identified. (**A**) Violin and feature plots for the identified markers Add2 (adducinβ), Hemgn (hemogen), Nxpe2 (neurexophilin and PC-esterase domain family, member2), and Sptb (spectrinβ). (**B**) Data (as in Figure 2C, Mass et al., 2016) showing RNA-Seq reads of F4/80+ EKLF+ cell markers from staged and sorted fetal or postnatal liver macrophages. (**C**) FPKM expression levels of EKLF markers in F4/80+ EKLF/GFP+ and F4/80+ EKLF/GFP- fetal liver macrophage. (**D**) FPKM expression levels of EKLF markers Add2 and Hemgn in F4/80+ EKLF+/+ and F4/80+ EKLF-/- fetal liver macrophage.

Upon staining E13.5 FL cells with both F4/80 and adducin2, or F4/80 and spectrinβ antibodies, we find that the majority (~88%) of the Add2+ or Sptb+ cells are F4/80- (and presumably erythroid). However, about 25% of all F4/80+ cells are Add2+ or Sptb+ in each case (Figure 9A), aligning with our single-cell RNA-Seq observations (Figure 8A). We repeated the F4/80+ purification and stained the purified F4/80+ cells for Add2 or Sptb to find that in each case about 24% of the F4/80+ cells are Add2+ or Sptb+ (Figure 9B), a proportion resembling the 23% of cells in clusters 4, 5, and 7 where these mRNAs are expressed. To test the possibility that any Add2 and Sptb expression seen in F4/80+ cells was due to residual erythroid contamination in our F4/80+ population, we performed Imagestream analysis. Using the pEKLF/GFP mouse, we stained for F4/80 and Add2, and we find single cells expressing F4/80 and Add2 that are also EKLF/GFP+ (Figure 9C). This not only confirms that the Add2 signal is coming from single cells, it also demonstrates visually that Add2 expression in a subset of F4/80+ macrophages correlates with EKLF expression in those macrophages.

**Figure 9.**
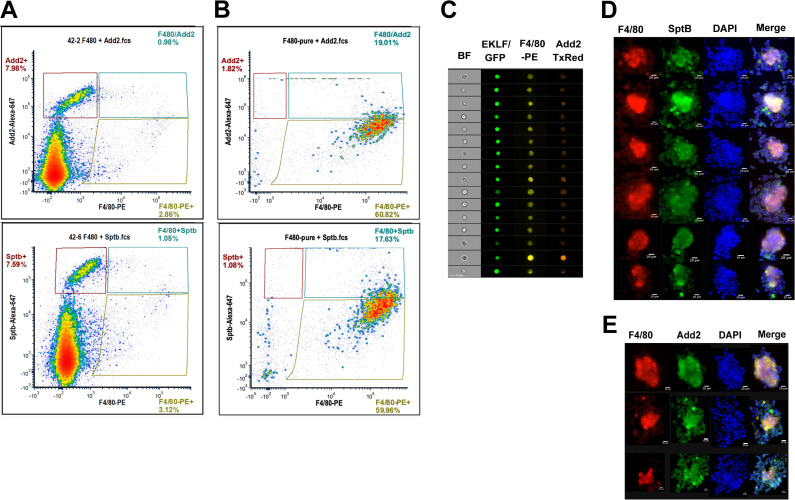
An improved strategy for antibody-based isolation of F4/80+/EKLF+ cells using novel markers identified from single-cell sequencing. (**A**) Flow cytometry analysis of E13.5 fetal liver cells stained with anti-F4/80-PE and anti-adducinβ (top) or anti-spectrinβ (below) antibodies conjugated to AlexaFluor 647. Gates are drawn based on unstained and single-color compensation controls for PE and AlexaFluor 647. Population percentages within each gate are indicated. (**B**) F4/80+ cells purified from E13.5 fetal livers using magnetic bead selection stained for anti-adducinβ (top) or anti-spectrinβ (below). Gates are the same as (**A**) and population percentages are indicated. (**C**) Imaging flow cytometry analysis of E13.5 fetal liver cells from the pEKLF/GFP mouse stained for F4/80-PE and Add2-TxRed. Single cells positive for F4/80, Add2, and GFP are shown. (**D, E**) Isolated erythroblast islands stained for DAPI, F4/80-PE, and (**D**) Sptb-Alexa647 or (**E**) Add2-Alexa647 and examined by fluorescent microscopy. Scale bars are indicated.

Finally, since earlier studies from our group (Xue et al., 2014; Li et al., 2019) showed that EKLF expression is enriched in macrophages forming erythroblast islands, we isolated erythroblast islands and tested for Add2 and Sptb protein expression by immunofluorescence. We find high Sptb and Add2 staining in the central macrophage as well as few surrounding erythroid cells (Figure 9D, E), indicating that these markers are expressed in erythroblast island macrophages. Thus, Add2 or Sptb can be used as reliable markers to isolate F4/80+ EKLF+ FL island macrophage population for further characterization of their unique properties.

## Discussion

### Identification of a novel cell type in FL macrophage

Although there is overlap among the cell populations, we have shown that E13.5 murine FL F4/80+ macrophages exhibit a distinct expression pattern when compared to adult spleen F4/80+ macrophage, one that is also divergent from that of FL erythroid cells, thus providing them with a discrete cellular identity. Our data suggests the existence of a unique macrophage cell type with novel markers that defines erythroblastic island-associated macrophage. This is perhaps not surprising as there is extensive macrophage heterogeneity (Lee et al., 2018; Paulson, 2019; Seu et al., 2017), and it has been long noted that island macrophage may have a distinctive surface marker expression (Manwani and Bieker, 2008).

The unique expression signature exhibited by these cells includes over 300 genes that are functionally involved in positive regulation of developmental processes, particularly cell movement, localization, and adhesion. Our data suggests that establishing a macrophage cell dedicated to maintaining such a unique expression profile makes developmental sense given its role in efficiently aiding the huge demand for red blood cells during early development, specifically within the expanding FL site (Chasis and Mohandas, 2008; Hom et al., 2015; Klei et al., 2017; Manwani and Bieker, 2008; Yeo et al., 2019).

### Transient nature of a singular, EKLF-dependent FL macrophage population that coincides with the onset of definitive erythropoiesis during mouse embryonic development

The idea of a dedicated island macrophage cell is further supported by the overlap in the single-cell seq and the developmental RNA-Seq expression datasets. These show there is a specific onset of many of the markers of interest that coincide with the peak of EKLF expression in macrophage at E12.5, at the same time as definitive erythropoiesis is occurring in the mouse FL. Strikingly, expression of many of these also dissipates coordinately at later embryonic stages. This may follow from either transient EKLF expression in the macrophage or the transient presence of a population of EKLF-expressing macrophage. Such dynamic regulation has been observed with IL7Rα (Leung et al., 2019), but the remarkable coherence of the erythroblastic island macrophage subset in clusters 4, 5, and 7 suggests the existence of a cross-regulatory mechanism that leads to the establishment of a network of genes critical for proper island niche function. Consistent with this, KLF binding motifs are enriched in active macrophage genes (Gosselin et al., 2014; Lavin et al., 2014) and correlate with binding by other macrophage factors such as CJUN and P65 (Link et al., 2018). Our comparative analysis of EKLF-/- and EKLF/GFP+ strongly supports the idea, postulated previously from other studies (Li et al., 2019; Porcu et al., 2011; Xue et al., 2014), that EKLF is a central player in establishing this network at the right time and place in development. Given our studies, the cause of the embryonic lethality in the absence of EKLF could be a combination of impaired erythropoiesis due to the loss of EKLF in developing erythroid progenitors as well as impaired island macrophage function supporting definitive erythropoiesis.

### EKLF regulation of island macrophage signature genes

By combining both EKLF-/- and EKLF/GFP+ RNA-Seq data, and then further parsed by the single-cell seq data, we find that loss of EKLF expression alters expression of many macrophage genes. We also find that the EKLF-expressing macrophages are functionally different from those not expressing EKLF, with high enrichment of genes performing functions consistent with erythroblast islands. Thus, the subset that are specific to the F4/80+ macrophage and whose expression is EKLF-dependent provides a novel expression signature that identifies targets that may be unique to the erythroblastic island. We have identified three in particular, Adra2b, Add2, and Sptb, that are enriched in EKLF WT macrophage and in the erythroblastic island. As a result, we suggest that these are additional novel markers that, in conjunction with F4/80, provide a further specification to island-associated macrophage identity. Heterogeneity remains an issue; however, from our single-cell seq data, it is likely that combining select markers, in particular F4/80+, Add2+, and Sptb+, will distinguish a discrete subpopulation that is highly enriched for island-associated macrophage. We are in the process of establishing such a protocol based on the robust cell surface expression of these three markers and will include Nxpe2 in the mix if a suitable selection antibody becomes available.

Identification and molecular knowledge of unique island macrophage expression and receptors may be functionally relevant to studies that utilize these cells to help expand in vitro erythropoiesis more efficiently (Hom et al., 2015; Rhodes et al., 2008). These could be used in combination with cytokines known to enhance island macrophage such as erythropoietin (Li et al., 2019), dexamethasone (Falchi et al., 2015; Heideveld et al., 2018), or the KLF1-stimulated combo of ANGPTL7/IL33/SERPINB2 (Lopez-Yrigoyen et al., 2019). Efficient growth and maintenance become important when designing strategies to improve macrophage responses in the context of myelodysplastic syndromes (Buesche et al., 2016) or in the anemia of inflammation (Hom et al., 2015).

### Resolution of macrophage heterogeneity

Not surprisingly, we find that the FL F480+ population is heterogeneous, with our single-cell analysis suggesting 13 different clusters. Within this mixture we discovered a subset of clusters that express EKLF and its network of genes important for island macrophage. It is of interest that this subset does not express CD11b (Itgam), consistent with studies suggesting it is not an island macrophage marker (Seu et al., 2017; Tay et al., 2020; Ulyanova et al., 2016). 

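Itgam had a count in 3.73% (95% interval 2.58% to 5.37%) of the cells of the Klf1 clusters and in 33.2% (31.4% to 35.1%) of the other cells. The share was 3.13% (0.861% to 11%) in the hepatoblast-like cluster, so that Itgam in the Klf1 clusters was not detectable above free RNA. In the neutrophil-like cluster, 84.5% (79.2% to 88.7%) of cells had an Itgam count.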

Of additional interest, the granulocyte Ly6G marker did not appear in any of our clusters, consistent with an efficient removal of granulocytes during our enrichment procedure.

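Ly6g had a count in 35 cells, or 1.13% (95% interval 0.815% to 1.57%) of all cells. Of these, 29 lay in the neutrophil-like cluster, where they made up 13.2% (9.34% to 18.3%) of its 220 cells. The neutrophil-like cluster held 7.11% of all cells. In the hepatoblast-like cluster, Ly6g was found in 0 of 64 cells, which allows a share of up to 5.66%.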

In this context, it is perhaps surprising that other markers historically suggested to be critical for island function such as Vcam1 are expressed at lower levels in the EKLF clusters than in others. 

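Over all Klf1 clusters, 45.2% (95% interval 41.6% to 48.8%) of cells had a Vcam1 count, against 69.3% (67.4% to 71.1%) of the other cells. The mean count of Vcam1 was 0.317 per 10000 counts in the Klf1 clusters and 3.87 in the others, with 1.32 in the hepatoblast-like and 0.404 in the neutrophil-like cluster. A Vcam1 count was found in 42.7% (36.4% to 49.3%) of the neutrophil-like cluster, so that the Klf1 clusters as a whole cannot be separated from free RNA in Vcam1.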

Three explanations can be suggested. (1) EKLF+/Vcam1+ cells may be the relevant functional subset of total Vcam1-expressing cells, a different subset of which may have a separate, non-EKLF-dependent function (e.g., homing [(Li et al., 2018)]). (2) We are not suggesting that EKLF-expressing clusters are the sole source of macrophage islands; there may be others that arise following pathological conditions (e.g., ß-thalassemia or polycythemia vera [Chow et al., 2013; Ramos et al., 2013]), or when comparing steady-state versus stress/anemia (Paulson et al., 2020). (3) Erythroblastic islands are also found in bone marrow and spleen, and these arise within a significantly different niche than what we have focused on here during prenatal development. Such directive effects of the environment on macrophage identity have been noted before (Gosselin et al., 2014; Lavin et al., 2014). With respect to our present observations, given the importance of neural signaling in the bone marrow (Méndez-Ferrer et al., 2020), it is possible that a molecule such as Adra2b may be more highly expressed and play a more important role in bone marrow macrophage than in FL macrophage.

### Human island macrophage

Collectively, our study shows that EKLF plays a critical role within the specific subset of unique macrophage cells that are transiently required for proper establishment of erythroblastic islands in the developing embryo. Of relevance to human biology (May and Forrester, 2020), although the positive effects of EKLF expression on island macrophage function have been previously noted (Lopez-Yrigoyen et al., 2019), it is also relevant that a recent single-cell analysis of human FL hematopoiesis shows that EKLF and many of its target genes identified in the present study are also expressed in the ‘Vcam1+ erythroblastic island macrophage’ cluster (Popescu et al., 2019).

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus musculus*)	Klf^-/-^ (Klf1^tm1Sho^)	10.1038/375318a0	MGI:1857162	EKLF-null mouse in 129S4/SvJae background
Genetic reagent (*Mus musculus*)	pEKLF/GFP	10.1242/dev.018200	Peklf-GFP	eGFP expressed from the EKLF promoter
Antibody	Anti-F4/80-PE (rabbit polyclonal)	eBiosciences	#12-4801-80	(1:100)
Antibody	Anti-Adra2b (rabbit polyclonal)	Alomone Labs	#AAR-021	(1:100)
Antibody	Anti-adducinβ (mouse monoclonal)	Santa Cruz Biotechnologies	# sc-376063	(1:100)
Antibody	Anti-spectrinβ1 (mouse monoclonal)	Santa Cruz Biotechnologies	# sc-374309	(1:100)
Antibody	Donkey anti-rabbit IgG – AlexaFluor 647 (donkey polyclonal)	Invitrogen	# A-31573	(1:200)
Peptide, recombinant protein	FWV peptide (GenScript custom)	10.1242/dev.103960	# SC1848	2 mM
Commercial assay or kit	EasySep mouse PE positive selection kit	Cell Signaling Technologies	# 17656	
Commercial assay or kit	Zip AlexaFluor 647 antibody labeling kit	Invitrogen	# Z11235	
Commercial assay or kit	Lightning link Texas red conjugation kit	Abcam	# ab195225	
Commercial assay or kit	RNA Nanoprep kit	Agilent	#400753	
Commercial assay or kit	Chromium Single Cell 3ʹ Library Kit v3	10X Genomics	# PN-1000095	
Chemical compound	TRIzol reagent	Invitrogen	#15596026	
Software, algorithm	STAR	10.1093/bioinformatics/bts635	RRID:SCR_015899	
Software, algorithm	Salmon	10.1038/nmeth.4197	RRID:SCR_017036	
Software, algorithm	HTSeq	10.1093/bioinformatics/btu638	RRID:SCR_005514	
Software, algorithm	tximport	https://github.com/mikelove/tximport	RRID:SCR_016752	
Software, algorithm	DESeq2	10.1186/s13059-014-0550-8	RRID:SCR_015687	
Software, algorithm	Alevin	10.1186/s13059-019-1670-y	https://salmon.readthedocs.io	
Software, algorithm	Seurat	https://doi.org/10.1038/nbt.4096	http://satijalab.org/seurat/	
Software, algorithm	ggplot2	https://github.com/tidyverse/ggplot2	RRID:SCR_014601	
Software, algorithm	Pandas	https://pandas.pydata.org	RRID:SCR_018214	
Software, algorithm	Scikit-learn	http://scikit-learn.org/	RRID:SCR_002577	
Software, algorithm	Python Seaborn	https://seaborn.pydata.org/	RRID:SCR_018132	
Software, algorithm	Java Treeview	10.1093/bioinformatics/bth349	RRID:SCR_016916	
Software, algorithm	Cluster 3.0	10.1093/bioinformatics/bth078	RRID:SCR_013505	
Software, algorithm	REViGO	http://revigo.irb.hr/	RRID:SCR_005825	
Software, algorithm	Generic GO Term Finder	10.1093/bioinformatics/bth456	RRID:SCR_008870	
Software, algorithm	MEME-suite	http://meme-suite.org/	RRID:SCR_001783	
Software, algorithm	FCS Express 7	https://www.denovosoftware.com	RRID:SCR_016431	

### Cell isolation

FLs were dissected from embryonic day E13.5 embryos and mechanically dispersed into single cells for fluorescence activated cell sorting (FACS) or RNA isolation. The heterozygous EKLF mouse strain was as described (Perkins et al., 1995). Photos were taken with a Nikon Microphot-FX fluorescence microscope equipped with a Q-Imaging camera or with a Zeiss Axio Observer Z1 equipped with a Hamamatsu C11440 camera. For single-cell sequencing, wild-type E13.5 FL cells were isolated from two littermate embryos from one donor mother, stained with anti-F4/80-PE antibody (eBiosciences #12-4801-80) and isolated using an EasySep mouse PE positive selection kit that uses a magnetic bead-based purification strategy (Cell Signaling Technologies #17656) and in the presence of 2 mM Icam4/αv inhibitor peptide (Xue et al., 2014) to eliminate macrophage–erythroid interactions. The cells were selected by repeating the magnetic bead binding step to increase purity. For immunofluorescence, erythroblastic island clusters were enriched from dispersed E13.5 FLs using a serum gradient as previously described (Xue et al., 2014).

### Flow cytometry

Suspended cells from FLs were stained for FACS with the following antibodies: anti-mouse F4/80-PE (eBiosciences #12-4801-80), anti-Adra2b (Alomone Labs #AAR-021), anti-adducinβ (Santa Cruz # sc-376063), and anti-spectrinβ1 (Santa Cruz # sc-374309). For anti-Adra2b staining, we used an Alexa 647 conjugated Donkey anti-rabbit secondary antibody (Life Technologies). For adducinβ and spectrinβ1 staining, primary unconjugated antibodies were conjugated to AlexaFluor 647 using a primary antibody conjugation kit (Invitrogen # Z11235). Flow cytometry data was analyzed by FCS Express software, and gates were drawn based on unstained and single-color compensation controls from the same samples, using the same dyes and within the same experiment.

### Imagestream analysis

Cells from intact E13.5 FLs were isolated from the pEKLF/GFP mouse and stained with the same antibodies for F4/80 and adducinβ as above, except the primary unconjugated antibody was labeled with a Texas Red labeling kit (Abcam #ab195225). Data was acquired using a Luminex Amnis Imagestream MkII Imaging Flow Cytometer and analyzed using the Amnis Ideas Software.

### Immunofluorescence

Erythroblastic island clusters were stained for F4/80 along with Add2 and Sptb using antibodies labeled as described above for flow cytometry. Photography was performed with a Nikon Microphot-FX fluorescence microscope equipped with a Q-Imaging camera.

### RNA isolation and RNA-Seq

FACS sorted cells were directly suspended in Trizol, and total RNA was extracted (Rio et al., 2010). RIN values for all EKLF+/+ and EKLF-/- samples were between 9.1 and 9.8. Poly-A library preparations of biological triplicate samples were analyzed by 100 nt single reads on an Illumina HiSeq 2500 or Illumina Novaseq, 60–90 million reads per sample. For F4/80+ EKLF/GFP+ population, the low cell numbers led us to use an Agilent RNA Nanoprep kit (#400753) for isolating reasonably good-quality RNA (RIN ~7). RNA-Seq data has been submitted to the Gene Expression Omnibus.

### Single-cell RNA-Seq

Libraries were generated from purified F4/80-PE+ using Chromium Single Cell 3′ Reagent Kit V3 (10X Genomics) to generate cDNA and barcoded indexes for 25,000 individual cells. Paired-end sequencing was performed using a Novaseq instrument.

### Bioinformatics and computational analysis

*RNA-Seq* reads were aligned using STAR (Dobin et al., 2013) to the mouse genome (mm10) or mapped using Salmon (Patro et al., 2017) to the mouse transcriptome (Ensembl GRCm38). Htseq-count (Anders et al., 2015) was used to generate gene-specific raw counts from the STAR-aligned reads. Raw counts from these programs were imported using tximport package, and count normalization and differential gene expression analysis was performed using DESeq2 (Love et al., 2014). Hierarchical clustering and PCA (Figure 1A, B) were performed using R (http://www.R-project.org/) or Python Pandas (https://pandas.pydata.org) and Scikit-learn (https://scikit-learn.org, Figure 3D). All plots were generated using either R ggplot2 (https://ggplot2.tidyverse.org) or Python Seaborn (https://seaborn.pydata.org) and Plotnine (https://plotnine.readthedocs.io) libraries. k-means clustering was performed using Cluster 3.0 software (de Hoon et al., 2004), and heatmaps were generated using Java Treeview (Saldanha, 2004, Figures 1D and 3B) and Python Seaborn (all others). R and Python code used in the analysis is deposited in github (https://github.com/mkaustav84/biekerlab-f480_macrophage; copy archived at swh:1:rev:907b15e74d998c5dd2a3106bce30af812c2b60b4.

*Single-cell sequencing* reads were aligned to the mouse transcriptome build GRCm38.p6vM24 using the software Alevin (Srivastava et al., 2019), and subsequent analysis was performed using the Seurat package (R-based) with built-in functions for plotting, clustering, PCA, and U-MAP analysis. After filtering, 3066 cells were retained, and for each cell 4000 variable genes were considered for analysis.

*Motif analysis* was performed using the Centrimo program (http://www.meme-suite.org/). Promoter sequences from −300 to +100 were extracted using a specific Perl script of Homer for the target EKLF-dependent gene set, and the promoters of the rest of the coding genes in the genome were used as background. GO analysis (go.princeton.edu) was performed using GO::TermFinder (Boyle et al., 2004), and GO terms were distilled using REVIGO (Jiang and Conrad similarity).

## Data Availability

Data were deposited in GEO, accession number: GSE156153. Source data are included for Figures 1,3,4,5,6. R and Python code is deposited in https://github.com/mkaustav84/biekerlab-f480_macrophage; copy archived at https://archive.softwareheritage.org/swh:1:rev:907b15e74d998c5dd2a3106bce30af812c2b60b4/. The following dataset was generated: MukherjeeKPlanutisAXueLBiekerJJ2021EKLF/Klf1 expression specifies a unique macrophage subset during mouse erythropoiesisNCBI Gene Expression OmnibusGSE15615310.7554/eLife.61070PMC793269433570494 The following previously published dataset was used: LavinYWinterDBlecher-GonenRDavidEKeren-ShaulHMeradMJungSAmitI2014Tissue-resident macrophage enhancer landscapes are shaped by the local microenvironmentNCBI Gene Expression OmnibusGSE6334010.1016/j.cell.2014.11.018PMC443721325480296

How the deposited data were processed for this re-analysis (not part of the article)

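Gene expression was measured in F4/80+ cells of mouse fetal liver at E13.5. The 12 bulk RNA-Seq libraries come from 4 groups of 3 biological replicates each, namely EKLF+/+, EKLF-/-, EKLF/GFP+ and EKLF/GFP- cells. A single-cell RNA-Seq library was made from 1 EKLF+/+ sample of pooled littermate embryos. Conditions were taken from the sample labels and the paper's methods. The labels give the strain C57BL/6 for every sample, and the paper's key resources table gives another background for the EKLF-null line. The ESREs and the adult spleen macrophages of Figure 1 were not analysed here, nor were the protein and flow cytometry data.

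For the EKLF+/+ and EKLF-/- libraries, the authors aligned reads with STAR to mm10 and counted them per gene with htseq-count, and these raw counts were used. The file of EKLF+/+ replicate 1 also repeats the counts of the other 5 libraries in 5 columns, which were not used. The 23337 gene rows are listed by symbol, and 1885 older symbols were translated to a current one where the match was unique. For the EKLF/GFP libraries, the authors mapped reads with Salmon to the Ensembl GRCm38 transcriptome. These estimated counts per transcript, made by the authors with Salmon, were summed here to 35498 genes and rounded. The authors' table of normalized counts for these libraries is a signal that the authors made from the Salmon estimates with tximport and DESeq2, with 15957 genes, and it was used in alternatives only. Over the 13475 genes in that table and in the test here, the mean over the 6 libraries was more than 1.5 times apart for 14.0%, and the median log2 ratio was 0.0053. The sets share 20536 symbols. The table of log2 values for the EKLF+/+ and EKLF-/- libraries holds log2 of the raw count plus 1, without a correction for depth, and was not used. Single-cell counts are the authors' estimated molecule counts from Alevin, against the GENCODE annotation of GRCm38. Gene coordinates are those of GRCm38, the build that the paper names.

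Counts on genes ranged from 10695514 to 15362161 in the EKLF+/+ and EKLF-/- libraries and from 22723279 to 28736396 in the EKLF/GFP libraries. Single cells had a median of 18605 counts, so a transcript of low abundance is missed in many cells, and shares of cells depend on depth. With 3 libraries per group, an exact test of one group against the other gives no p below 0.1, and inference rests on models that share information across genes.

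The bulk comparisons were EKLF-/- against EKLF+/+ and EKLF/GFP+ against EKLF/GFP-, each fitted alone. Genes with at least 10 counts in at least 3 of the 6 libraries were normalized by TMM and tested by edgeR's quasi-likelihood test (edgeR 4.0.16), with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. All tests were two-sided. The overlap of both comparisons was tested by a two-sided Fisher's exact test over the genes tested in both. Gene lists were tested with camera at a preset correlation of 0.01 and with fry (limma 3.58.1) for heme synthesis, iron and innate immune genes in the EKLF/GFP libraries and for cell adhesion genes in EKLF-/-. Principal components were computed from log2 CPM of the 5000 most variable genes. A fold against a group with 3 or fewer counts in every library is given as a lower bound. In single cells, genes found in at least 3 cells were normalized and clustered with Seurat 5.3.0, with 4000 variable genes as in the paper, 30 principal components and a resolution of 0.8. The paper's text names a cell filter without its limits, and cells with at least 200 detected genes were kept here. Shares of cells have 95% Wilson intervals and no test, since there is 1 sample. R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

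The rule for the genes to be named, the lists, the tests and most alternatives were chosen before the data were examined. The named genes were every gene that the paper's text names for an experiment and, in each bulk comparison, the 3 largest rises and the 3 largest falls among genes with a mean of at least 100 normalized counts and no overlap between the groups. Marker lists were written for macrophage-like, monocyte-like, neutrophil-like, erythroid-like, megakaryocyte-like, mast cell- or basophil-like, hepatoblast-like, endothelial-like, mesenchymal-like, progenitor-like and lymphoid-like cells. Going beyond that rule, E2f8, Klf9, Klf11, Klf16, Myl7 and Trib2 were named as well, which the paper marks in figure supplements only. The results for some of the named genes are not reported here. The signature genes and the transcription factors are lists that the study chose on these samples. In the bulk fits, the alternatives were DESeq2 (DESeq2 1.42.0), its size factors in edgeR, no filter, at least 10 counts in every library, and a limit of a 2-fold change. Further alternatives were the replicate number as a block, a correction for gene length, both together, leaving out the globin genes, and leaving out each library in turn. The EKLF/GFP libraries were also fitted with an offset for average transcript length and with limma on the log2 of the authors' normalized counts after adding 1 or 10. The fits without 1 library kept the genes tested with all 6 libraries, a choice made after a first run. A fit with Y-linked counts as a covariate was added after seeing the data, because libraries of one group differed in them. In single cells, the alternatives were other resolutions, 15 principal components, 2000 variable genes, at least 1000 detected genes, under 10% mitochondrial counts, other count limits, and cells thinned to 5000 counts, which for the share of Klf1 cells was added after seeing the data.

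The tests were tried on simulated counts with the depth of the real libraries, in which 200 genes were changed 2- or 4-fold. Each gene was given the trend of the spread at its abundance, not its own spread, and genes of low count were not changed. The rates may thus be better than those in the real libraries. edgeR called 190 of them for the first comparison, with 11 false calls, and 180 for the second, with 6 false calls. DESeq2 called 189 and 184, with 28 and 20 false calls. Of 100 random lists of unchanged genes, camera called 2 in each comparison. The simulated genes varied independently, so this does not test camera on lists whose genes vary together.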

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

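The tests on these 6 genes were all chosen after the results were seen. Each gene passed the threshold, is among the 3 largest rises of its comparison, and is not discussed in the paper's text.

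In EKLF-/-, BC021767 rose from 43.3 ± 8.16 normalized counts (SD, n = 3) to 575 ± 15.0 (SD, n = 3), a log2 fold change of 3.74. Btn1a1 rose from 70.6 ± 9.21 (SD, n = 3) to 938 ± 132 (SD, n = 3), a log2 fold change of 3.74, and Ripor3 from 62.3 ± 15.6 (SD, n = 3) to 827 ± 130 (SD, n = 3), a log2 fold change of 3.71. The lowest log2 fold change of the 3 genes over the scalings was 3.48, which argues against library scaling. The lowest value over the fits without 1 library was 3.57, which argues against a single library. The neutrophil-like list rose in EKLF-/-, with a highest log2 fold change of 2.06. The lowest of the 3 log2 fold changes less its standard error, 3.50, lies above that. The 3 genes were picked as the largest rises, so this was likely in any case. It does not exclude a higher share of neutrophil-like cells. The genes lie on chromosomes 3, 13 and 2, and Klf1 lies on chromosome 8, so they are not linked to the targeted gene, but strain differences elsewhere in the genome were not tested. The loss of EKLF, which is the condition compared, stays open as a biological explanation and was not tested apart from the strain.

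In EKLF/GFP+, Ackr3 rose from 31.8 ± 26.2 normalized counts (SD, n = 3) in EKLF/GFP- to 440 ± 261 (SD, n = 3), a log2 fold change of 3.77. Hsd3b6 rose from 1025 ± 702 (SD, n = 3) to 11945 ± 6644 (SD, n = 3), a log2 fold change of 3.54, and Tecta from 26.7 ± 15.9 (SD, n = 3) to 252 ± 185 (SD, n = 3), a log2 fold change of 3.23. EKLF/GFP+ replicate 3 had the highest count of all 3 genes, with 728 for Ackr3, 19422 for Hsd3b6 and 464 for Tecta. The lowest log2 fold change of the 3 genes was 3.23 over the scalings and 2.45 over the fits without 1 library, which argues against scaling or a single library as the whole cause. The lowest value less its standard error, 2.62, lies above the highest of the erythroid-like list, 1.69, and of the megakaryocyte-like list, 2.46. The 3 genes were picked as the largest rises, so this was likely in any case. It does not exclude a higher share of such cells. The kit used for RNA extraction and the group cannot be told apart in the size of these rises, because all EKLF/GFP+ libraries were made with one kit and all EKLF/GFP- libraries with Trizol. All 3 genes were also called lower in EKLF-/-, Ackr3 at -2.09, Hsd3b6 at -1.66 and Tecta at -5.33, and every library of that comparison was made with Trizol, so the kit does not account for these falls. The expression of EKLF, by which the groups were sorted, stays open as a biological explanation.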

How the results depend on the processing

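Some results kept their direction and their side of the threshold under each alternative run for them. The mean log2 fold change in EKLF/GFP+ stayed between 1.26 and 1.47 for heme synthesis, between 0.36 and 0.52 for iron and between -2.24 and -1.74 for innate immunity, in fits with other models and with camera on each of them. Under fry, the iron list no longer passed without EKLF/GFP- replicate 1. On the first principal component, both pairs of groups lay apart in every fit. The number of clusters ranged from 12 to 20 across the clustering settings.

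With a limit of at least a 2-fold change, 591 genes were lower and 275 higher in EKLF-/-, 711 were higher in EKLF/GFP+ and 2093 in EKLF/GFP-, and 180 were shared by both comparisons. These counts are lower by construction, since the limit removes genes. With limma on the authors' normalized counts, 1514 genes were higher in EKLF/GFP+ after adding 1, 1721 after adding 10, and 1749 after adding 1 with a filter on low values. The cause was not tested.

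Leaving out 1 library moved the counts of the EKLF-/- comparison in both directions. Across the 6 fits that each left out 1 library, 583 to 1891 genes were lower and 361 to 1759 were higher in EKLF-/-. The low counts of lower genes came without EKLF-/- replicate 3 (583) and without EKLF+/+ replicate 1, 2 or 3 (621, 654 and 697), and the high ones without EKLF-/- replicate 1 or 2. The shared genes numbered 377 to 769 over 12 fits, with 377 without EKLF+/+ replicate 1 or EKLF-/- replicate 3 and 390 without EKLF+/+ replicate 3. Signature genes lower in EKLF-/- numbered 12 to 60, with 12 without EKLF+/+ replicate 2 or EKLF-/- replicate 3, 14 without EKLF+/+ replicate 1 and 20 without EKLF+/+ replicate 3. Signature genes higher in EKLF/GFP+ numbered 15 to 22, with 15 without EKLF/GFP- replicate 1. Fewer libraries lower the power, but the rise without EKLF-/- replicate 1 or 2 has no tested cause. On the second principal component, EKLF-/- replicate 2 lay at 28.3, against -24.6 and -14.4 for EKLF-/- replicates 1 and 3. The EKLF+/+ libraries lay between -1.35 and 6.69 on it.

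The correlation of the log2 fold changes of both comparisons was -0.27 across genes. It was -0.19 without a filter on low counts, -0.21 with limma after adding 1, and -0.16 over all genes tested in both. With Y-linked counts as a covariate, a fit chosen after seeing the data, it was -0.35. Across the 12 fits without 1 library it ranged from -0.35 to -0.20. The cause of these shifts was not tested. With that covariate, 1733 genes were lower and 1657 higher in EKLF-/-, 2451 were higher and 3504 lower in EKLF/GFP+, and 756 were shared.

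The replicate numbers were tried as a block and then checked for pairing. Residual correlations between libraries with the same number ranged from -0.09 to 0.056, and those between libraries with different numbers from -0.158 to 0.166, so the numbers do not pair the libraries. With the replicate block, 1037 genes were lower and 864 higher in EKLF-/-, and 2358 were higher and 3422 lower in EKLF/GFP+. Of the named genes, Xk in EKLF-/-, at -0.66, and E2f1 and Ikzf1 in EKLF/GFP+, at 0.30 and 0.27, were called only without it, and Lgals3 in EKLF-/-, at 0.95, and Vcam1 in EKLF/GFP+, at 0.80, only with it. The correlation across genes was -0.33 with the block and -0.32 with the block and a gene length correction.

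The cell adhesion list in EKLF-/- passed with fry, with the same mean of -0.23, and not with camera. Its mean ranged from -0.27 to -0.17 over the 6 fits without 1 library, and with camera it passed without EKLF+/+ replicate 1 (-0.26) and without EKLF-/- replicate 2 (-0.26). With fry it no longer passed without EKLF-/- replicate 3 or with Y-linked counts as a covariate, at -0.21 in both fits. The tests ask different questions, and the cause was not tested further.

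The share of variance on the first component depended on the genes used. For the EKLF/GFP libraries it was 71.0% over all genes tested and 78.1% over the 10000 most expressed genes, and 72.5% to 76.1% over the 6 fits without 1 library. For the EKLF-/- comparison, these values were 63.9%, 71.9%, and 66.6% to 71.3%.

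In single cells, 14.7% of cells had a Klf1 count of at least 2. With all cells thinned to one depth, an alternative chosen after seeing the data, 10.3% of cells had a Klf1 count. The share of cells in Klf1 clusters was 20.2% at a resolution of 1.2, 21.5% with 2000 variable genes, 21.7% with cells of at least 1000 genes and 17.5% when a Klf1 cluster needed 50% of Klf1 cells. Of Klf1 cells, 24.5% had an Epor count after thinning to one depth, which shows how far these shares depend on depth. Over 43 results on shares of cells, 111 of 383 values moved out of the 95% interval.

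Among the 89 results for named genes, 34 changed in a fit of all libraries, with 38 values weaker, 31 stronger and 3 reversed, and 55 did not. In the fits without 1 library, 22 changed, with 27 values weaker, 10 stronger and 4 reversed. No gene with a reversed sign passed the threshold in any of these fits. In EKLF-/-, Adgre1 was -0.0069 with a gene length correction and -0.0061 with the replicate block added, and it ranged from -0.050 to 0.21 without 1 library, with -0.050 without EKLF-/- replicate 2. Itgax was 0.0037 with Y-linked counts as a covariate and ranged from -0.34 to 0.035, with 0.035 without EKLF+/+ replicate 2. Rhag ranged from -0.17 to 0.0067, the latter without EKLF-/- replicate 2. Adgre1 in EKLF/GFP+ ranged from -0.11 to 0.56, with -0.11 without EKLF/GFP+ replicate 3. The cause was not tested. A gene that an alternative filter removed, such as Ms4a4c with at least 10 counts in every library, has no value there.

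Depth limits the signature genes, whose median count in the EKLF+/+ libraries was 37, and rare transcripts in single cells such as Ly6g and Adra2b.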

Differences from the paper's values

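The correlation of the log2 fold changes across genes was -0.27, where the paper's is about -0.11 in Fig. 5A, read by eye. None of the 27 alternatives set before the data were examined closed the gap, with values from -0.35 to -0.16. Over all genes tested in both, combined with each other setting and looked at only after the values were seen, the correlation ranged from -0.22 to -0.037. These combinations closed the gap without EKLF-/- replicate 2, at -0.11, and came nearer to it without EKLF+/+ replicate 3 and with limma after adding 1, both at -0.13, and went past it without a filter, at -0.037. The second principal component of the EKLF/GFP libraries held 9.82% of the variance, where the paper's holds about 18% in Fig. 4A, read by eye. None of the alternatives set before the data were examined closed this gap, with values from 9.38% to 11.9%.

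The normalized counts of Add2 were 6526 in EKLF/GFP+ and 2221 in EKLF/GFP-, where the paper's are about 850 and about 200 in Fig. 8C, read by eye, with a caption that calls them FPKM, a unit other than the one used here. Of the alternatives set before the data were examined, only the authors' deposited normalized counts, at 852 and 205, closed these gaps, and the scalings of the counts and the fits without 1 library did not. The log2 fold change of Add2 in EKLF/GFP+ was 1.55 against the paper's 2.06. Limma on the authors' normalized counts closed this gap, at 2.03 after adding 1, 1.99 after adding 10 and 2.03 with a filter, and the other alternatives set before the data were examined did not, at 1.47 to 1.66. For Ikzf1 in EKLF/GFP+, the log2 fold change was 0.27 against the paper's 0.69. An offset for average transcript length, at 0.66, and limma on the authors' normalized counts, at 0.70 after adding 1, 0.69 after adding 10 and 0.70 with a filter, closed this gap, and the other alternatives set before the data were examined did not, at 0.25 to 0.32.

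In EKLF/GFP+, the Ms4a4c log2 fold change was -4.53 against the paper's -5.13. The paper's value was reached with an offset for average transcript length, at -5.17, and nearly so with limma after adding 1, at -5.02 with or without a filter. Without EKLF/GFP+ replicate 1, at -4.72, and without EKLF/GFP- replicate 2, at -4.74, the Ms4a4c value came within the paper's standard error of 0.48, but most of the gap stayed. The other alternatives set before the data were examined did not come that near. For Il4ra in EKLF+/+, the log2 expression on the scale of Fig. 1C was 7.36, where the paper's source data give 5.65. That scale was set by subtracting a constant of 1.57 from the log2 normalized counts, and the other 16 of the 17 markers then lay within 0.11 of the paper's values. None of the alternatives set before the data were examined closed the gap for Il4ra, with values from 7.26 to 7.41.

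The paper counts Vcam1 among the mRNAs enriched in EKLF/GFP+. Here its log2 fold change was 0.89, with an adjusted p of 0.0698 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and its libraries overlapped between the groups. It passed without a filter on low counts, with the replicate number as a block, with a gene length correction, with both, and without EKLF/GFP+ replicate 1. The paper proposes Foxo3 among the factors that EKLF regulates. In EKLF-/- its log2 fold change was -0.88 here, with an adjusted p of 0.0623 from the same edgeR test with Benjamini-Hochberg adjustment. Foxo3 passed with DESeq2, without a filter, with a gene length correction, with the replicate block and a gene length correction, without EKLF-/- replicate 1 or 2, and with Y-linked counts as a covariate, which was chosen after seeing the values. The paper also marks E2f8 as a potential factor of this kind in a figure supplement, and in EKLF/GFP+ it had a log2 fold change of 0.30 here, with an adjusted p of 0.0801 from edgeR with Benjamini-Hochberg adjustment. E2f8 passed with DESeq2, with its size factors in edgeR, without a filter, with a gene length correction and without EKLF/GFP- replicate 2. For the granulocyte marker Ly6g, the paper states that it appears in none of its clusters. Here 29 of the 220 cells of the neutrophil-like cluster, or 13.2%, had a Ly6g count.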

Other observations

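Of the tests below, those of cell shares in the bulk libraries, the share of the most abundant genes, the extraction kit, Y-linked counts, sequence near Klf1, hepatoblast-like cells, doublets, and signature genes against others of the same abundance were chosen only after the result was seen. The criteria for a change in a cell share, for very abundant genes and for sequence near Klf1 were changed after a first result.

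The libraries of each comparison can be split into 2 groups of 3 in 10 ways. Only 1 of the 10 splits, the real one, gave as many genes lower in EKLF-/-, and the same 1 of 10 held for genes higher in EKLF-/-, genes higher in EKLF/GFP+ and genes higher in EKLF/GFP-. It also held for signature genes lower in EKLF-/-, for those higher in EKLF/GFP+ and for the heme synthesis list. For the iron, innate immune and cell adhesion lists, 3 of the 10 splits gave a p as small with camera. In both comparisons, the other splits gave at most 4 genes in either direction, far from the counts of the real ones. A share of 1 in 10 is the smallest that 3 libraries against 3 allow, so the number of splits alone cannot exclude a grouping by chance. For the genes shared by both comparisons, 1 of 100 drawn splits, the real one, gave a result as large. This draw adds no separate evidence, since the other splits called no gene lower in EKLF-/- or higher in EKLF/GFP+ to share. It thus cannot exclude chance either.

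Many genes differed between EKLF/GFP+ and EKLF/GFP-. With a correction for gene length, the mean of the heme synthesis list was 1.39, against 1.37 without it, which argues against a length trend from RNA quality as the whole cause. The 10 most abundant genes of a library took 5.06% to 5.72% of its counts, which with no scaling factor could shift all others by at most 0.010 on the log2 scale. Every heme synthesis gene rose by at least 1.06 after its standard error was taken off, which argues against a few very abundant genes as the cause of that rise. The number of groups with libraries extracted in more than 1 way was 0, so the kit and the group cannot be told apart. Every library of the EKLF-/- comparison was made with Trizol, and 622 genes were both higher in EKLF/GFP+ and lower in EKLF-/-, against 265 expected by chance, which argues against the kit as the whole cause for these shared genes. EKLF expression, by which the cells were sorted, stays open as a biological explanation.

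Many genes were lower in EKLF-/-. The 10 most abundant genes of a library took 5.75% to 10.3% of its counts, which with no scaling factor could shift all others by at most 0.071 on the log2 scale. All 1356 lower genes fell by more than that after their standard error was taken off, which argues against a few very abundant genes. Y-linked counts set EKLF+/+ replicates 1 and 2 and EKLF-/- replicate 2 apart from the other 3 libraries, and with them as a covariate 1733 genes were lower, so this split does not account for the count. Only 1.49% of the lower genes lie within 10 Mb of Klf1, which argues against sequence linked to the targeted gene as the whole cause. Of the 125 tested genes in that region, 16.0% were lower, against 10.6% of the others (odds ratio 1.61, two-sided Fisher's exact test, p = 0.0571), so a part played by linked sequence cannot be told apart with these numbers. The loss of EKLF stays open as a biological explanation.

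A lower share of erythroid cells in the EKLF-/- libraries would lower every abundant erythroid-like gene and raise none. Of the 10 genes of the list, each with a mean of at least 3182 normalized counts, 5 were not called lower, and 1 of them was called higher, which argues against such a share as the whole cause. The other 5 were called lower, so a share as part of the cause cannot be told apart from a change within the cells. In EKLF/GFP+, 10 of the 10 genes were called higher and 0 were not. A higher share of erythroid cells may thus be the cause of many of the rises, as a whole or in part. Ackr3, Hsd3b6 and Tecta exceed that list, but they were picked as the largest rises, so this does not set them apart. All 13 of 13 monocyte-like and neutrophil-like genes were called lower there, at -4.50 to -2.17, and 0 were not, while the innate immune list had a mean of -1.98. A lower share of monocyte-like and neutrophil-like cells may thus be the cause of the fall of innate immune genes, as a whole or in part. In both comparisons, EKLF itself stays open as a biological explanation and was not tested.

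The genes shared by both comparisons may be in part genes of erythroid-like cells. Of those detected in single cells, 31.4% were highest in an erythroid-like cluster, against 4.34% of the other tested genes (odds ratio 10.1, two-sided Fisher's exact test, p = 9.6e-95). Genes are not independent, and the p is too small for that reason. Highest in any Klf1 cluster were 56.2% of these shared genes, against 29.5% of the other tested genes. The cells were assigned from 1 EKLF+/+ sample, and a biological role of EKLF in these genes was not tested.

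Klf1 was detected in single cells of the F4/80+ preparation, and the Klf1 clusters might be erythroid-like cells with no macrophage transcripts of their own. The macrophage-like list made up 0.0397% of the counts in the Klf1 clusters, against 0.761% in the macrophage-like clusters. In the neutrophil-like, mast cell- or basophil-like, mesenchymal-like and hepatoblast-like clusters, it ranged from 0.0323% in the neutrophil-like to 0.127% in the mesenchymal-like cluster, and they pooled to 0.0434%. Of these clusters, only the mesenchymal-like one lay above the Klf1 clusters. Medians per cell were 0.0230% in the Klf1 clusters and 0.0277% in those other types. The criterion first written, a share at or below the pooled value, would have favoured the explanation, and the range was chosen after the values were seen. Within this range, free RNA and a low expression of macrophage genes cannot be told apart.

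Signature genes in the F4/80+ libraries may come in part from RNA of other liver cell types. Of the 283 detected in single cells, 98.6% were highest outside the macrophage-like clusters, but so were 82.4% of all detected genes, and without a comparison this share cannot be told apart from that of genes at large. Among 141 signature genes in the middle of their abundance, 98.6% were highest outside these clusters, against 85.6% of 3731 other genes of the same abundance (odds ratio 11.7, two-sided Fisher's exact test, p = 1.9e-07). The highest cluster was hepatoblast-like for 116 signature genes, mesenchymal-like for 69, mast cell- or basophil-like for 37, megakaryocyte-like for 22, neutrophil-like for 20, monocyte-like for 6, macrophage-like for 4, erythroid-like for 3 and unnamed for 6. The mesenchymal-like cluster was not told apart from endothelial-like cells. The name mast cell- or basophil-like may hold for a part of its cluster only. Expression of signature genes at a low level in macrophages as well was not tested. In EKLF-/-, 4 of 5 endothelial-like and 3 of 4 mesenchymal-like marker genes were lower, and 0 of 4 hepatoblast-like ones. Whether the shares of such cells lowered signature genes in EKLF-/- was not tested.

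Alb and Afp were counted in every bulk library, and hepatoblast-like cells in the preparation are a candidate source. Alb had 4164 to 7646 normalized counts in the EKLF+/+ and EKLF-/- libraries and 6911 to 16190 in the EKLF/GFP libraries. The hepatoblast-like list, which holds both genes, made up 5.98% of the counts in the hepatoblast-like cluster, against 0.0137% in the macrophage-like clusters. Free RNA taken up in sorting was not tested, and no biological explanation was tested.

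A cluster of 125 cells carried macrophage-like transcripts, at 0.607% of its counts, and erythroid-like transcripts, at 0.150%, and 12.8% of its cells had a Klf1 count. Doublets would have a total count at least as high as single cells. The median total was 8358, below the 20980, 20356 and 9706 of the macrophage-like clusters, which argues against doublets of whole cells. A macrophage that had taken up an erythroid cell or nucleus was not tested, and no biological explanation was tested.

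Over the marker lists, the mean log2 fold changes in EKLF-/- were -0.18 for macrophage-like, 0.69 for monocyte-like, 1.02 for neutrophil-like, -0.70 for erythroid-like, 0.29 for megakaryocyte-like, 0.52 for mast cell- or basophil-like, 0.25 for hepatoblast-like, -0.90 for endothelial-like, -1.63 for mesenchymal-like, -0.84 for progenitor-like and 0.13 for lymphoid-like genes. In EKLF/GFP+, in the same order, they were -0.02, -3.65, -3.39, 1.42, 1.5, -0.19, 0.05, -1.39, -0.49, -2.98 and -3.06. In EKLF-/-, 4 heme synthesis genes were lower and 1 was higher, 3 iron genes were lower and 2 higher, and 7 innate immune genes were higher and 0 lower. In EKLF/GFP+, 22 of 44 cell adhesion genes were lower and 6 were higher. Adjusted over the list alone, 8 innate immune genes were higher in EKLF-/-, and the other counts of these 3 lists in EKLF-/- and of cell adhesion in EKLF/GFP+ were the same. The heme synthesis list shares Alas2 and Cpox with the erythroid-like list, and the adhesion list shares Itgb2 with the innate immune list, Pecam1 and Cdh5 with the endothelial-like list and Itga2b with the megakaryocyte-like list. Tfrc of the iron list, Itgam of the innate immune list, Vcam1, Icam4 and Cd47 of the adhesion list, Cd68, Ly6c2, Rhag and Slc4a1 of the marker lists are also markers that the paper names.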
